# ASCL1 regulates neurodevelopmental transcription factors and cell cycle genes in brain tumors of glioma mouse models

**DOI:** 10.1002/glia.23873

**Published:** 2020-06-23

**Authors:** Tou Yia Vue, Rahul K. Kollipara, Mark D. Borromeo, Tyler Smith, Tomoyuki Mashimo, Dennis K. Burns, Robert M. Bachoo, Jane E. Johnson

**Keywords:** ASCL1, brain tumor, glioma development, mouse model, transcription factor function

## Abstract

Glioblastomas (GBMs) are incurable brain tumors with a high degree of cellular heterogeneity and genetic mutations. Transcription factors that normally regulate neural progenitors and glial development are aberrantly coexpressed in GBM, conferring cancer stem‐like properties to drive tumor progression and therapeutic resistance. However, the functional role of individual transcription factors in GBMs in vivo remains elusive. Here, we demonstrate that the basic‐helix–loop–helix transcription factor ASCL1 regulates transcriptional targets that are central to GBM development, including neural stem cell and glial transcription factors, oncogenic signaling molecules, chromatin modifying genes, and cell cycle and mitotic genes. We also show that the loss of ASCL1 significantly reduces the proliferation of GBMs induced in the brain of a genetically relevant glioma mouse model, resulting in extended survival times. RNA‐seq analysis of mouse GBM tumors reveal that the loss of ASCL1 is associated with downregulation of cell cycle genes, illustrating an important role for ASCL1 in controlling the proliferation of GBM.

## 1 INTRODUCTION

Glioblastomas (GBMs) are incurable brain tumors most commonly found in adults. Despite significant advances in imaging and surgical resection techniques combined with aggressive radiotherapy and chemotherapy, the median survival for GBM patients remains stagnated between 14 and 16 months, with greater than 90% of patients succumbing to their disease within 5 years of diagnosis (Ostrom et al., 2016). A major reason for this poor prognosis is due to the high degree of heterogeneity and plasticity of these neoplasms, and the lack of mechanistic insights into the pan‐therapeutic resistance of GBM tumor cells (Babu et al., 2016; Brennan et al., 2013; Lathia, Heddleston, Venere, & Rich, 2011).

Concerted sequencing efforts from the Cancer Genome Atlas (TCGA) Research Network revealed a complex somatic landscape for GBMs involving oncogenes (*BRAF*, *EGFR*, *PDGFRα*, *MET*, *PIK3C*, *MYCN*), tumor suppressor genes (*CDNK2A/B*, *PTEN*, *NF1*, *RB1*) and chromatin modifying genes, which converge to activate signaling pathways (pAKT, Ras/MAPK, STAT) to promote tumor proliferation and growth (Brennan et al., 2009, 2013; TCGA, 2008; Verhaak et al., 2010). Emerging evidence also suggests that a cellular hierarchy may exist within the heterogeneous GBM tumor composition, where a subpopulation of quiescent cancer stem‐like cells, or glioma stem cells (GSCs), are postulated to be responsible for driving tumor growth, progression, and the development of resistance to therapeutic treatments (Bao et al., 2006; Chen et al., 2012; Lan et al., 2017; Lathia, Gallagher et al., 2011; Lathia, Heddleston, et al., 2011; Parada, Dirks, & Wechsler‐Reya, 2017). Despite displaying an aberrant array of mutations, GSCs are universally marked by coexpression of a combination of transcription factors, some of which include ASCL1, NFIA, NKX2.2, OLIG2, POU3F2, SALL2, SOX2, and ZEB1 (Glasgow et al., 2017; Lu et al., 2016; Rheinbay et al., 2013; Singh et al., 2017; Suva et al., 2014). These transcription factors have been extensively studied in the developing central nervous system (CNS), where each has been shown to regulate the fate, proliferation and/or migration of neural progenitor and glial precursor cells in stage specific processes. In the context of gliomas, these transcription factors are often constitutively coexpressed and have been shown to function in a combinatorial manner in determining the tumorigenicity and differentiation status of tumor cells (Gangemi et al., 2009; Ligon et al., 2007; Rheinbay et al., 2013; Singh et al., 2017; Suva et al., 2014).

In this study, we focus on ASCL1, a class II basic‐helix–loop–helix (bHLH) transcription factor that forms a heterodimer with class I bHLH E‐proteins (such as E47/TCF3) to activate specific target genes (Kageyama, Ohtsuka, Hatakeyama, & Ohsawa, 2005). During embryogenesis, ASCL1 is expressed in specific populations of neural progenitor domains and glial precursor cells throughout the neural tube from the spinal cord to the brain (Helms et al., 2005; Parras et al., 2004, 2007; Sugimori et al., 2007, 2008; Vue, Kim, Parras, Guillemot, & Johnson, 2014), including in neurogenic regions of the adult brain (Kim, Ables, Dickel, Eisch, & Johnson, 2011; Kim, Leung, Reed, & Johnson, 2007). Recently, ASCL1 was shown to be capable of reorganizing and promoting the accessibility of closed chromatin in embryonic stem cells, neural progenitors, as well as glioma cell lines (Casey, Kollipara, Pozo, & Johnson, 2018; Park et al., 2017; Raposo et al., 2015). Not surprisingly, genome wide profiling revealed a critical role for ASCL1 in interacting with both Wnt and Notch signaling pathways to control the tumorigenicity of glioma cells in culture (Park et al., 2017; Rajakulendran et al., 2019; Rheinbay et al., 2013). To date however, whether ASCL1 is absolutely required for glioma tumor development in the brain as it has been shown for a mouse model of small cell lung carcinoma (SCLC) (Borromeo et al., 2016) remains to be determined. Here, we sought to identify the direct in vivo role and transcriptional targets of ASCL1 in brain tumors of previously characterized patient‐derived xenograft (PDX)‐GBM (Marian et al., 2010; Marin‐Valencia et al., 2012) and a genetically engineered glioma mouse model (Lin et al., 2004; Zhu et al., 2001).

## 2 MATERIALS AND METHODS

### 2.1 Glioma mouse models

PDX‐GBM (R738 and R548) were passaged orthotopically in the brains of NOD‐SCID mice as previously described (Marian et al., 2010; Marin‐Valencia et al., 2012). Generation and genotyping of mouse strains used to generate the glioma models were as previously reported: *Glast* ^*CreERT2*^ knock‐in (Mori et al., 2006); *Ascl1* ^*GFP*^ knock‐in [Ascl1^tm1Reed^/J 012881] (Kim et al., 2007); *Ascl1* ^*F*^ [Ascl1‐floxed] (Andersen et al., 2014; Pacary et al., 2011); *Nf1* ^*F*^ [Nf1^tm1Par^/J 017639] (Zhu et al., 2001); *Tp53* ^*F*^ [Tp53‐floxed] (Lin et al., 2004); and the Cre reporter lines *R26R* ^*LSL‐YFP*^ [Gt(ROSA)26Sor^tm1(EYFP)Cos^/J 006148] (Srinivas et al., 2001) and *R26R* ^*LSL‐tdTOM*^ [Gt(ROSA)26Sortm^14(CAG‐tdTomato)Hze^/J 013731] (Madisen et al., 2010). All animal procedures followed NIH guidelines and were approved by the UT Southwestern Institutional Animal Care and Use Committee.

### 2.2 Mouse breeding and tamoxifen administration

The appearance of a vaginal plug was considered embryonic day (E) 0.5, and the day of birth was noted as postnatal day (P) 0. To induce tumor formation in the brains of *Glast* ^*CreERT2/+*^ *;Nf1* ^*F/F*^ *;Trp53* ^*F/F*^ mice, tamoxifen (Sigma T5648, dissolved in 10% ethanol/90% sunflower oil) was administered intraperitoneally (62.5 mg/kg body weight) to pregnant females at E14.5. Due to the effects of tamoxifen on birth complications, cesarean section was performed and pups were carefully introduced and raised by a foster female.

### 2.3 Tissue preparation, H&E staining, and immunofluorescence

Tumor bearing mice were trans‐cardiac‐perfused with 4% PFA in PBS. Brains were submerged in 30% sucrose/PBS at 4°C, and embedded in O.C.T. for cryosectioning. H&E staining of tumors was done by the UT Southwestern Histopathology Core. Grading of brain tumors was determined by a board certified neuropathologist.

For immunohistochemistry, tissue sections were incubated with primary antibody in 1% goat or donkey serum/0.3% Triton X‐100/PBS overnight, followed by incubation with secondary antibody conjugated with Alexa Fluor 488, 568 or 647 (Molecular Probes), and coverslipped with Vectashield (#101098‐042) for confocal microscopy (LSM 510 and 720). The following antibodies were used:

**Table:** 

Primary antibodies	Source and catalogue number	Dilution
Chicken anti‐GFP	Chemicon, AB16901	1:500
Goat anti‐SOX10	R&D Systems, AF2864	1:20
Guinea pig anti‐ASCL1	Kim et al. (2008) TX518	1:1,000–1:10,000
Mouse anti‐GFAP	Sigma, G3893	1:500
Mouse anti‐MBP	Calbiochem, NE1019	1:300
Mouse anti‐NEUN	Chemicon, MAB377	1:1,000
Rabbit anti‐Ki67	Abcam, ab15580	1:500
Rabbit anti‐OLIG2	Millipore, AB9610	1:1,000
Rabbit anti‐SOX2	Millipore, AB5603	1:1,000
Rat anti‐PDGFRα (APA5)	BD Pharmingen, 558774	1:100

### 2.4 ChIP‐seq, RNA‐seq, and data analysis

Two independent ASCL1 ChIP‐seq experiments were performed using PDX‐GBMs (R548 and R738) dissected from brains of NOD‐SCID mice exhibiting symptoms of the presence of tumor. Briefly, as previously described (Borromeo et al., 2016), tumor tissues were homogenized and fixed in 1% formaldehyde to crosslink proteins and DNA, followed by quenching with 0.125 M of glycine. Nuclear chromatin was pelleted, washed with cold PBS, and sonicated into 200–300 bp fragments using a Biorupter (Diagenode). A 10% portion of the sheared chromatin was set aside as input DNA. Approximately 100 μg was subjected to immunoprecipitation using ~5 μg of mouse anti‐ASCL1 (Mash1) antibody (BD Biosciences, 556604). Washes and reverse‐crosslinking were performed using Dynabeads Protein G to elute ChIP DNA.

For RNA‐seq experiments, the brain tumors were carefully dissected to enrich for tumor tissues and total RNA was extracted using a Direct‐zol RNA MiniPrep Kit (Zymo Research). RNA integrity number (RIN) for all tumors was determined to be between 8 and 10 using a Bioagilent Analyzer. ChIP DNA and input DNA from PDX‐GBMs and total RNAs from mouse brain tumors were sent for library preparation and sequencing on an Illumina High‐Seq 2000 at the UT Southwestern Next Generation Sequencing Core.

To analyze ASCL1 ChIP‐seq data (GSE152401), sequence reads were aligned to the human reference genome (hg19) using bowtie2 (v.2.2.6) (Langmead & Salzberg, 2012). Low‐quality reads and duplicate reads were removed from aligned files using “samtools view ‐bh‐F 0 × 04 ‐q 10” (v1.2) (Li, 2011) and “Picard MarkDuplicates.jar” (v. 1.131) commands (Picard 2018, Broad Institute, GitHub repository). The ChIP‐seq signal enriched regions were identified using the “findPeaks” module available in HOMER software (v.4.7) (Heinz et al., 2010). The ChIP‐seq signal shown in UCSC browser tracks are normalized read counts. De novo motif discovery and analysis were performed using “findMotifsGenome” module available in HOMER software (v.4.7). A 150 bp region around the peak summit was used to identify the primary binding motif and other potential DNA‐binding co‐Lanfactor motifs.

To analyze mouse tumor RNA‐seq data (GSE152401), sequenced reads were aligned to the mouse mm10 genome using TopHat 2.1.0 (Kim et al., 2013). Default settings were used, with the exception of –G, specifying assembly to the mm10 genome, −‐library‐type fr ‐first strand, and –no‐novel‐juncs, which disregards noncanonical splice junctions when defining alignments. DESeq2 (Love, Huber, & Anders, 2014) was used to incorporate RNA‐seq data from the five biological replicates for *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumor samples, and differentially expressed genes were identified using default parameters.

To investigate the similarity/difference between *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors in comparison to each other and to CNS cell types, multidimensional scaling (MDS) was performed using the plotMDS function available in edgeR package (Robinson, McCarthy, & Smyth, 2010). Finally, to identify enrichment of gene signature sets in rank ordered gene lists obtained from *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumor samples, gene set enrichment analysis (GSEA) (Subramanian et al., 2005) was performed and the signal‐to‐noise ratio metric was used to rank the genes.

### 2.5 GBM subtype classification and heatmap clustering analyses

The GBM subtype signatures defined by Verhaak et al. (2010) were used for hierarchical clustering for 164 GBM patient samples and five normal brains from TCGA for which RNA‐seq data was available (Brennan et al., 2009, 2013; TCGA, 2008; Verhaak et al., 2010). Spearman rank order correlation and ward.D2 clustering method were applied to identify the various GBM subtypes. Heatmaps were generated using absolute expression values (RPKM) for the selected list of genes or significantly changed genes, and hierarchical clustering was performed using the correlation distance metric and the ward.D2 method using the heatmap.2 function available in the *gplots* R package.

### 2.6 Gene targets and pathway enrichment analysis

To identify ASCL1 putative targets, genes associated with the ASCL1 ChIP‐seq peaks were annotated using GREAT v3.0.0 (http://great.stanford.edu/public/html/) (McLean et al., 2010), which was then cross‐referenced with the top 10% of genes (2,136) whose expression positively correlates with ASCL1 expression by computing the Spearman rank order correlation (>0.4) using RNA‐seq of TCGA GBM expression data. An overlap of 1,106 genes was identified as ASCL1 putative target genes. These genes were then subjected to pathway enrichment analysis performed using ConsensusPathDB (http://cpdb.molgen.mpg.de/) (Herwig, Hardt, Lienhard, & Kamburov, 2016). Relevant significantly enriched over‐represented gene sets were selected for illustration.

### 2.7 Quantification of ASCL1+, OLIG2+, SOX2+, and Ki67+ tumor cells

The number of DAPI+ tumor cells that were ASCL1+ along with each of the various markers were quantified using Image J on 20× immunofluorescence confocal images of both R548 and R738 PDX‐GBMs. Quantifications were performed on at least three images taken from different areas per tumor for each marker (*N* = 4).

To determine the expression of ASCL1, OLIG2, and SOX2 in human GBMs, RNA‐seq of 164 TCGA primary GBM and five normal brain samples (Brennan et al., 2013) were analyzed and categorized into the various subtypes using the 840 GBM Subtype Signature Genes (Verhaak et al., 2010). Average RPKM for *ASCL1*, *OLIG2*, and *SOX2* was determined for each GBM subtype. Outlier samples exhibiting an RPKM value >2 *SD*s away from the mean for each subtype were excluded.

To compare the Ki67 index between *Ascl1* ^*WT*^ (*N* = 6) or *Ascl1* ^*CKO*^ (*N* = 5) tumors, 20× immunofluorescence confocal images were taken from three different areas per tumor. Because the distribution of Ki67+ cells is not uniform within a large growing tumor, we limited our imaging to only regions with the highest density of Ki67+ cells. Quantification of the number of Ki67+;DAPI+/total DAPI+ cells was then performed blind of genotype for each image and compiled for comparison between *Ascl1* ^*WT*^ or *Ascl1* ^*CKO*^ tumors using a Wilcox test.

## 3 RESULTS

### 3.1 Neurodevelopmental transcription factors ASCL1, OLIG2, and SOX2 are highly coexpressed in human GBMs

ASCL1, OLIG2, and SOX2 have previously been reported to be expressed in GBMs (Gangemi et al., 2009; Ligon et al., 2007; Lu et al., 2016; Park et al., 2017; Rheinbay et al., 2013; Singh et al., 2017; Somasundaram et al., 2005). However, the extent to which these factors are coexpressed in GBM tumors in vivo remains unclear. Using PDX‐GBM lines (R548, R738), in which tumors from patients were passaged orthotopically in the brains of NOD‐SCID mice (Figure 1a) (Marian et al., 2010; Marin‐Valencia et al., 2012), we demonstrated that the transplanted tumors exhibit pathological characteristics of high‐grade gliomas (Figure 1b,c) and express ASCL1, OLIG2, and SOX2 in the majority of tumor cells (Figure 1d–m). Quantification shows that each transcription factor occupied 74%, 81%, and 85% of tumor cells counterstained with DAPI, respectively (Figure 1n). Colocalization analysis revealed that 48% of ASCL1+ tumor cells were positive for the proliferation marker Ki67 (Figure 1k–m,o), whereas over 90% of ASCL1+ cells were OLIG2+ and SOX2+ (Figure 1o), indicating that these three transcription factors are coexpressed in the majority of the PDX‐GBM cells in vivo.

**FIGURE 1:**
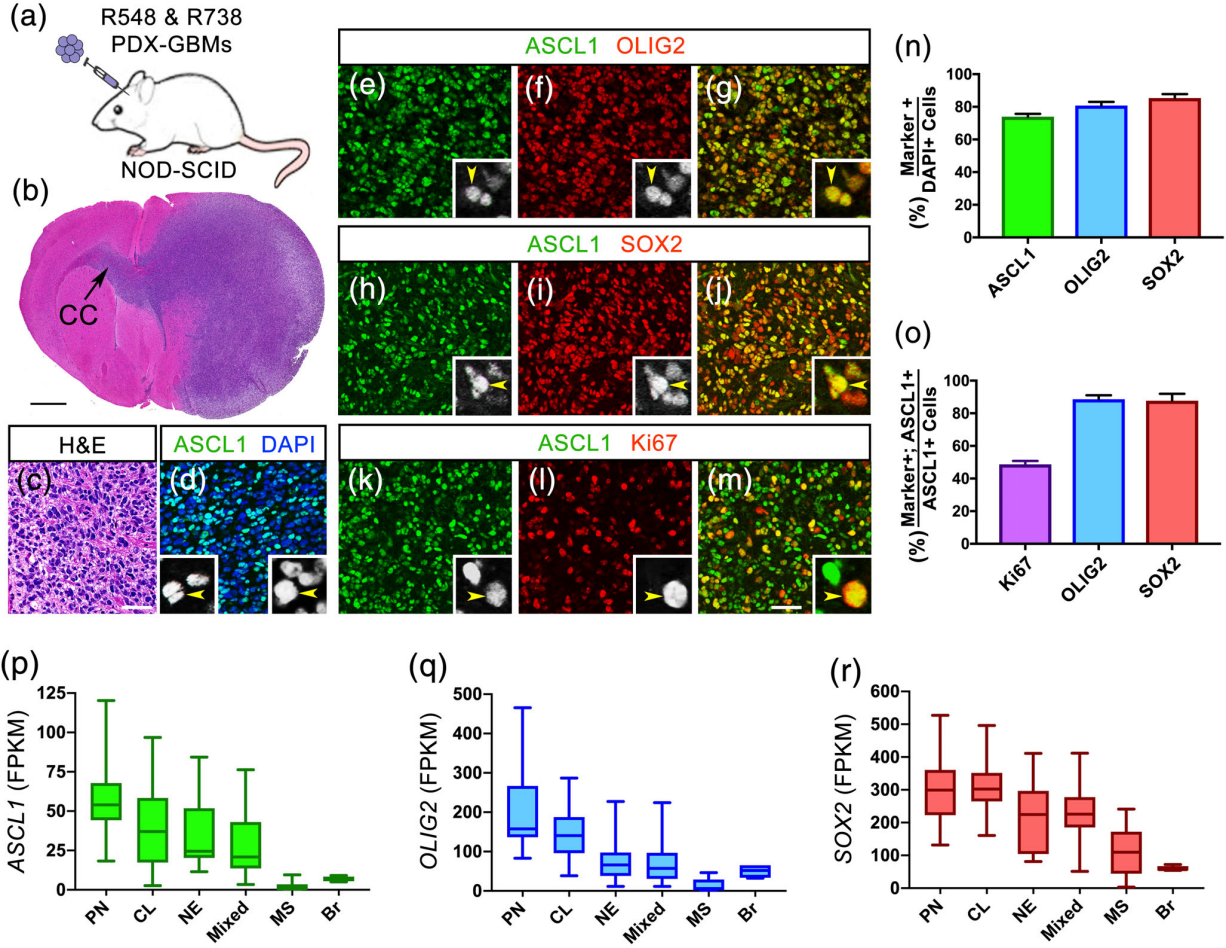
Neurodevelopmental transcription factors ASCL1, OLIG2, and SOX2 are highly expressed in the majority of GBMs. (a) Schematic of PDX‐GBMs (R548 and R738) grown orthotopically in the brains of NOD‐SCID mice. (b and c) H&E staining showing tumor is a high‐grade glioma and is migrating across the corpus callosum (CC). (d–m) Immunofluorescence showing coexpression of ASCL1 with OLIG2 (e‐g), SOX2 (h‐j), and Ki67 (k‐m) in the PDX‐GBMs. (n and o) Quantification of the percentage of DAPI+ tumor cells that are ASCL1+, OLIG2+, or SOX2+ (n), and the percentage of ASCL1+ tumor cells that are also Ki67+, OLIG2+, or SOX2+ (n). *N* = 4 PDX‐GBM. (p–r) Box whisker plot of RNA‐seq data from 164 TCGA Primary GBMs and 5 normal brain samples (Brennan et al., 2013) demonstrating that *ASCL1* (p), *OLIG2* (q), and *SOX2* (r) are highly expressed in the majority of GBM subtypes but are low in MS subtype and normal brain (Br). GBM subtype was determined using the 840 GBM Subtype Signature Genes (Verhaak et al., 2010). CL, classical; MS, mesenchymal; NE, neural; PN, proneural. Mixed GBM subtype express multiple subtype signatures. Scale bar is 1 mm for (b) and 50 μm for (c–m), and 12.5 μm for all insets in (d–m) [Color figure can be viewed at wileyonlinelibrary.com]

We next sought to determine the expression level of ASCL1, OLIG2, and SOX2 across primary GBMs exhibiting a variety of genomic alterations. Leveraging RNA‐seq data of 164 TCGA primary GBMs, along with five normal control brain samples (Brennan et al., 2013), we first classified these primary GBMs into the four GBM subtypes (proneural, neural, classical, mesenchymal) as previously defined using an 840 gene list (Verhaak et al., 2010). Notably, while 107 samples can be classified into one of the four GBM subtypes, the remaining 57 samples expressed signatures of more than one subtype, which we referred collectively to as mixed GBMs (Figure S1). This finding echoes previous reports demonstrating the presence of multiple GBM subtype identities in different regions or cells of the same GBM tumors (Patel et al., 2014; Sottoriva et al., 2013). Expression of *ASCL1*, *OLIG2*, and *SOX2* across these GBM subtypes showed that they were highest in the proneural and classical subtypes, intermediate in the neural and mixed subtypes, but were extremely low in the mesenchymal subtype, even in comparison to normal brain (Figure 1p–r). Collectively, these findings illustrate that *ASCL1*, *OLIG2*, and *SOX2* are coexpressed at relatively high levels in the majority of primary GBMs with the exception of the mesenchymal subtype.

### 3.2 ASCL1 binds to genes encoding neurodevelopmental and glial transcription factors, oncogene signaling molecules, and factors involved in cell cycle control and chromatin organization

Chromatin immunoprecipitation followed by deep sequencing (ChIP‐seq) has previously been performed for ASCL1 in glioma cell lines in culture, and a dual role for ASCL1 was proposed to either promote or attenuate tumorigenicity depending on context (Park et al., 2017; Rheinbay et al., 2013). We performed ChIP‐seq for ASCL1 in the two PDX‐GBMs lines, both of which express high levels of ASCL1 (Figure 1e–m), to identify its target genes in vivo. Using stringent peak calling criteria (Borromeo et al., 2014, 2016), we identified 9,816 statistically significant peaks in the genome of R548‐PDX‐GBM and 7,848 peaks in R738‐PDX‐GBM (blue rectangles, Figure 2a). Although only 4,207 of the significant peaks called overlapped in both PDX‐GBMs, heatmaps of the ASCL1 ChIP‐seq signal intensity, even for the nonsignificant peaks for each PDX‐GBM, was noticeably higher than background for the combined 13,457 peaks called, indicating that the ASCL1 binding profile was similar in both PDX‐GBMs (Figure 2a) (see Table S1 for ASCL1 binding peaks and coordinates).

**FIGURE 2:**
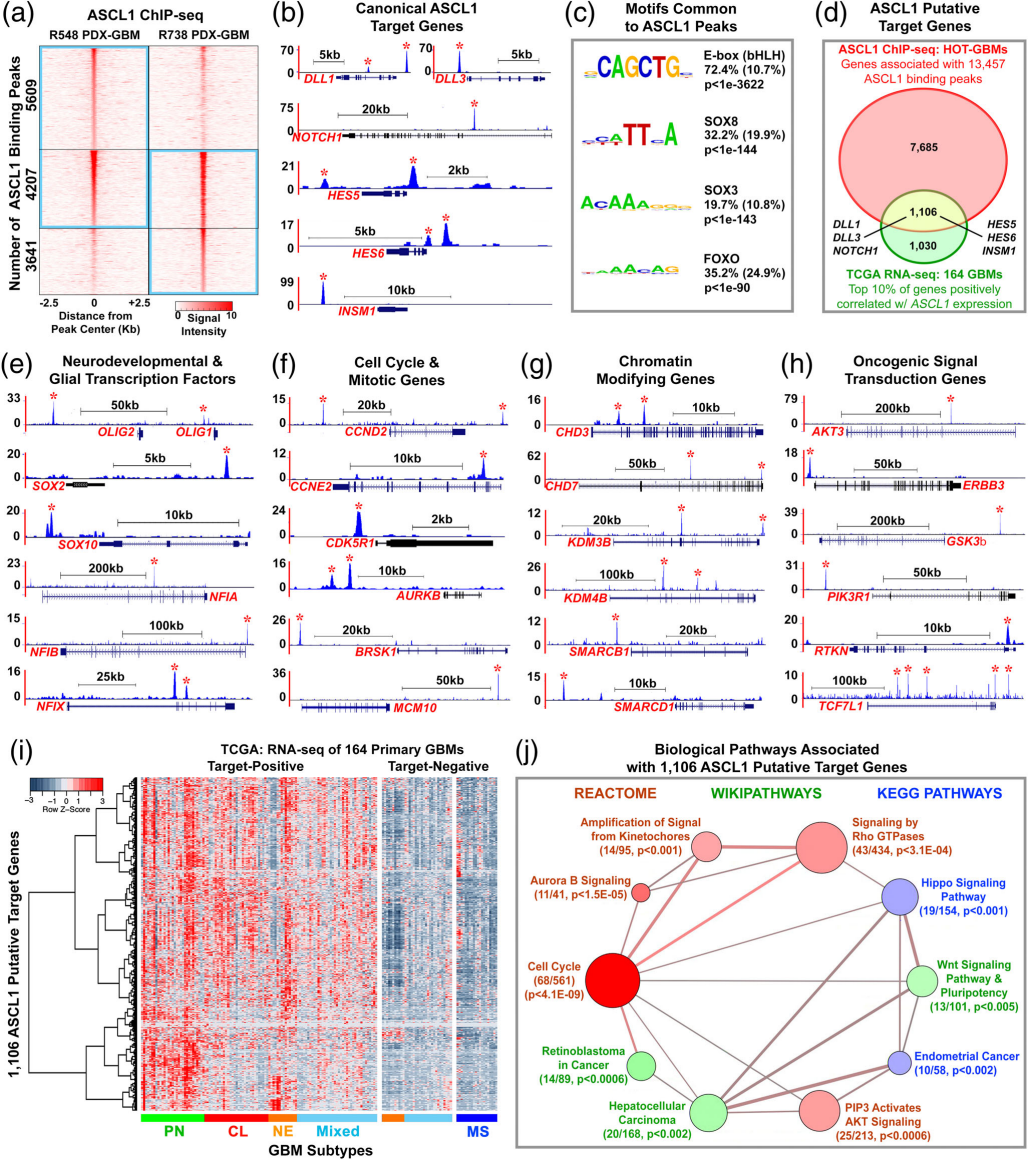
ASCL1 binds to target genes in GBMs involved in glial development, cell cycle progression, and cancer. (a) Heatmap of ASCL1 ChIP‐seq signal intensity ±2.5 kb around 13,457 combined peaks identified in the genome of the PDX‐GBMs. Blue rectangles indicate statistically significant peaks called by Homer. See Supporting Information Table S1 for genomic coordinates of the ASCL1 binding sites. (b) ChIP‐seq tracks of genomic regions surrounding canonical ASCL1 target genes *DLL1*, *DLL3*, *NOTCH1*, *HES5*, *HES6*, and *INSM1*. Asterisks indicate ASCL1 binding peaks meeting statistical criteria. (c) De novo motif analysis shows enrichment of bHLH E‐box, SOX, and FOXO motifs directly beneath ASCL1 binding peaks. (d) Venn diagram of intersecting genes (8,791, red oval) associated with ASCL1 binding peaks in the PDX‐GBMs with the top 10% of genes (2,136, green oval) positively correlated (Spearmann corr < 0.4) with *ASCL1* expression using RNA‐seq data of 164 TCGA GBM samples. The overlap of 1,106 genes (yellow area) defines ASCL1 target genes, which included all the canonical ASCL1 target genes. See Supporting Information Tables [Link], [Link]. (e–h) ChIP‐seq tracks of ASCL1 binding peaks at loci of neurodevelopmental and glial transcription factors (e), cell cycle and mitotic genes (f), chromatin modifying genes (g), and oncogenic signal transduction genes (h). (i) Heatmap and dendrogram illustrating relative expression of 1,106 ASCL1 putative target genes in GBM subtypes using RNA‐seq of 164 TCGA primary GBM samples (Brennan et al., 2013). Note that ASCL1 target‐positive GBMs include all subtypes except mesenchymal, while ASCL1 target‐negative GBMs include all mesenchymal and some neural and mixed GBM subtypes. (j) Gene set over‐representation analysis of 1,106 ASCL1 putative‐target genes using ConsensusPathDB (cpdb.molgen.mpg.de). Biologically relevant enriched pathways are illustrated. Size of circle indicates the number of genes per pathway, size of edge indicates degree of gene overlaps between the pathways, and color indicates database sources. The number of ASCL1 putative‐target genes over‐represented in each pathway, and respective *p*‐value are indicated. See Supporting Information Table S5 for complete gene set over‐representation analysis [Color figure can be viewed at wileyonlinelibrary.com]

To validate the quality and efficiency of our ChIP‐seq, we next analyzed ASCL1 binding at known canonical targets (*DLL1*, *DLL3*, *NOTCH1*, *HES5*, *HES6*, and *INSM1*) which have previously been shown to be directly regulated by ASCL1 in numerous contexts (Borromeo et al., 2014, 2016; Castro et al., 2011; Jacob et al., 2009; Park et al., 2017; Somasundaram et al., 2005; Ueno et al., 2012; Vias et al., 2008). As expected, ChIP‐seq tracks revealed the presence of strong ASCL1 binding peaks at loci of all the canonical target genes examined (asterisk, Figure 2b). Moreover, ASCL1 is known to preferentially bind to degenerate CANNTG E‐box motifs to regulate gene expression (Borromeo et al., 2014, 2016; Casey et al., 2018; Castro et al., 2011). Using de novo motif analysis (Heinz et al., 2010), we identified the bHLH CAGCTG E‐box motif as being highly enriched directly beneath 74% of the 13,457 ASCL1 combined peaks called, further confirming the quality of the ChIP‐seq. Interestingly, we found that SOX and FOXO motifs were also significantly enriched within ASCL1 binding peaks (Figure 2c), suggesting that ASCL1 may function in combination with these transcription factor families to regulate gene expression in GBMs.

To identify putative‐targets of ASCL1 in GBMs, we then used GREAT (McLean et al., 2010) to associate nearby genes that were upstream or downstream of the 13,457 ASCL1 binding peaks. From this analysis, we uncovered a total of 8,791 genes (red oval, Figure 2d) (see Table S2 for list of ASCL1 target genes). We reasoned that if these genes are regulated by ASCL1 then they should also be expressed in a manner correlated with *ASCL1* expression in GBMs. By applying Spearman's rank‐ordered correlation (>0.4) to RNA‐seq of the 164 TCGA GBM samples, we then identified the top 10% of genes that showed a positive correlation with *ASCL1* expression across these tumor samples. We found 2,136 genes that are positively correlated with *ASCL1* expression (green oval, Figure 2d) (see Table S3 for list of *ASCL1* correlated genes in GBMs). When we cross referenced these 2,136 genes with the 8,791 genes identified from the ASCL1 ChIP‐seq, there was an overlap of 1,106 genes, which we define as ASCL1 putative target genes in GBM (yellow area, Figure 2d). Supporting the validity of this approach, all ASCL1 canonical targets examined were included in this 1,106 putative‐target gene list (Figure 2d) (see Table S4 for list of ASCL1 putative targets).

By evaluating the ASCL1 putative‐target gene list (Table S4), we uncovered a variety of genes that are particularly relevant to GBM development. Indeed, some of the most notable target genes include other neurodevelopmental and/or glial transcription factors such as OLIG genes (*OLIG1*, *OLIG2*), SOX genes (*SOX1*, *SOX2*, *SOX3*, *SOX4*, *SOX6*, *SOX8*, *SOX10*), NFI genes (*NFIA*, *NFIB*, *NFIX*), POU domain genes (*POU3F2*, *POU3F3*, *POU6F1*), Sal‐like genes (*SALL2*, *SALL3*), and homeobox genes (*NKX2.2*, *ZEB1*). The functions of OLIG2 (Ligon et al., 2007; Lu et al., 2016; Mehta et al., 2011), SOX2 (Gangemi et al., 2009; Singh et al., 2017), and NFIA (Glasgow et al., 2017; Lee, Hoxha, & Song, 2017) have previously been reported to be important for regulating the tumorigenic property of glioma cell lines and in glioma mouse models. Other prominent ASCL1 target genes also include numerous cell cycle (*CCND2*, *CCNE2*, *CDC25C*, *CDK4*, *CDK5R1*, *CSNK1E*, *E2F2*, *MCPH1*, *POLA2*, *PRIM2*), mitosis (*AURKB*, *BRSK1*, *MCM10*, *RCC2*), chromatin modification (*CHD3*, *CHD6*, *CHD7*, *KDM3B*, *KDM4B*, *SMARCA*, *SMARCB1*, *SMARCD1*), as well as oncogenic signal transduction related genes (*AKT3*, *EGFR*, *ERBB3*, *GSK3β*, *MYCN*, *PIK3R1*, *RTKN*, *TCF7L1*, *TCF7L2*). Strong ASCL1 binding peaks at the loci of some of these genes in the PDX‐GBMs lines are illustrated (asterisks, Figure 2e–h).

We next wanted to know how the expression of the 1,106 ASCL1 putative‐target genes sort across the various GBM subtypes using RNA‐seq of the 164 primary GBMs. Heatmap and dendrogram analysis revealed that, similar to *ASCL1*, the 1,106 putative‐target genes were highly expressed in the proneural and classical GBM subtypes, in the majority of neural and mixed GBM subtypes, but was mostly absent in the mesenchymal GBM subtype (Figure 2i). In all, 109 of the TCGA GBM samples were positive for the ASCL1 putative‐target genes, while the remaining 55 samples express very little or low levels of the ASCL1 putative‐targets.

To gain insights into the collective significance of the 1,106 ASCL1 putative targets, we then performed gene set over‐representation analysis to annotate their function using ConsensusPathDB, a comprehensive collection of molecular interaction databases integrated from multiple public repositories (Herwig et al., 2016). Interestingly, the top most enriched pathway identified was cell cycle (Figure 2j). This is consistent with a previous report showing that positive and negative cell cycle regulators in neural progenitor cells are targets of ASCL1 (Castro et al., 2011). Other pathways that are also enriched for ASCL1 targets include those involved in chromatin segregation such as Aurora B Signaling and Amplification of Signal from Kinetochores, and intracellular signaling pathways such as those involved in PIP3 Activates AKT Signaling, Signaling by Rho GTPases, Hippo Signaling Pathway, and Wnt Signaling Pathway & Pluripotency. Finally, cancer pathways such as Retinoblastoma in Cancer, Hepatocellular Carcinoma, and Endometrial Cancer were also enriched for ASCL1 targets (Figure 2j) (see Table S5 for list ASCL1 target enriched biological pathways). Taken together, these findings suggest that ASCL1 is a transcriptional regulator at the epicenter of multiple biological processes that are fundamental to cancer development.

### 3.3 ASCL1, OLIG2, and SOX2 are coexpressed in early and terminal stage tumors of a glioma mouse model

To functionally test ASCL1's role in gliomagenesis in vivo, we began by characterizing the temporal expression pattern of ASCL1 along with OLIG2, SOX2, and glial lineage markers in brain tumors induced in a mouse model carrying floxed alleles of the tumor suppressor genes Neurofibromin 1 (*Nf1*) and tumor protein 53 (*Tp53*) (*Nf1* ^*F/F*^ *;Tp53* ^*F/F*^) (Lin et al., 2004; Zhu et al., 2001). *NF1* and *TP53* are two of the most highly mutated genes in human GBM (Brennan et al., 2013; Verhaak et al., 2010), and Cre‐recombinase deletion of these two tumor suppressor genes (*Nf1;Tp53* ^*CKO*^) in neural progenitors or glial precursor cells have previously been shown to be fully penetrant in producing glioma tumors in the brains of mice (Alcantara Llaguno et al., 2009; Alcantara Llaguno et al., 2015; Zhu et al., 2005). When mice carrying a *Glast* ^*CreERT2/+*^ knock‐in allele (Mori et al., 2006) was crossed with the *Rosa26‐loxP‐stop‐loxP‐tdTomato* (*R26R* ^*LSL‐tdTom*^) reporter line (Madisen et al., 2010), we found that tdTomato fluorescence was restricted in the brain of neonatal pups if tamoxifen was administered at E14.5 (Figure 3a–c), making *Glast* ^*CreERT2/+*^ ideal to combine with the *Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ alleles to induce brain tumors.

**FIGURE 3:**
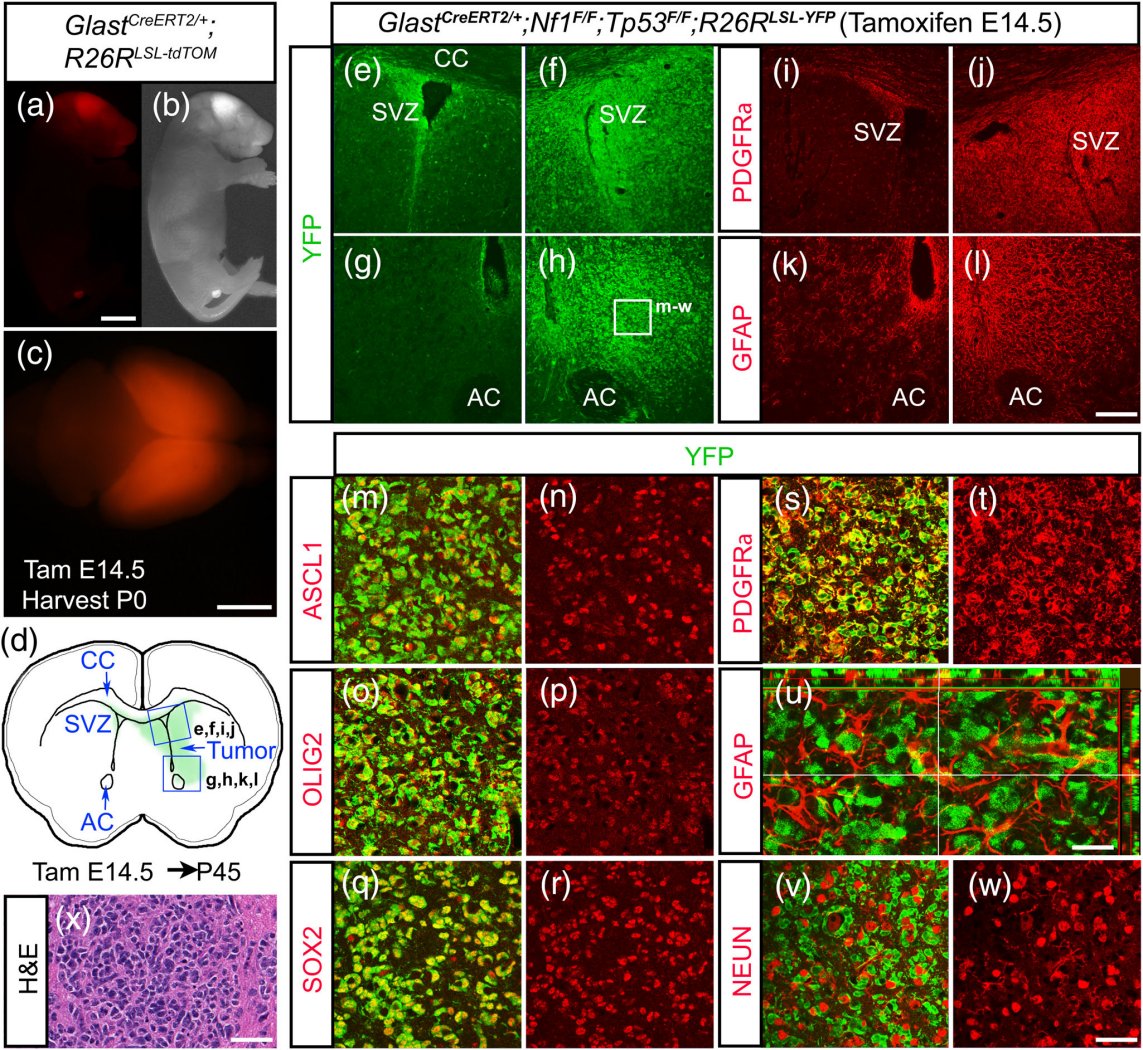
ASCL1, OLIG2, and SOX2 are highly expressed in early stage tumor cells of the glioma mouse model. (a–c) A neonatal pup from *Glast* ^*CreERT2/+*^ crossed with *R26R* ^*LSL‐tdTomato*^ reporter administered with tamoxifen at E14.5. Note that tdTomato fluorescence is specific to the CNS and highest in the cerebral cortex (a and c). (d) Schematic of an early stage brain tumor surrounding the right subventricular zone (SVZ) of a *Glast* ^*CreERT2/+*^ *;Nf1* ^*F/F*^ *;* ^*F/F*^ *;R26R* ^*LSL‐YFP*^ mouse, administered with tamoxifen at E14.5 and harvested at P45. (e–l) Immunofluorescence shows high YFP reporter expression (e–h), OPC marker PDGFRα (i and j) and astrocyte marker GFAP (k and l) in tumor areas indicated in (d). (m–w) Higher magnification of tumor area indicated in (h) showing ASCL1 (m and n), OLIG2 (o and p), SOX2 (q and r), and PDGFRα (s and t) colocalized with YFP in tumor cells, but not GFAP (u) or the neuronal marker NEUN (v, w). (x) H&E staining of an early stage tumor exhibiting characteristic feature of glioma. Scale bar is 5 mm for (a and b); 3 mm for (c); 100 μm for (e–l); 25 μm for (m–t, v–x); and 12.5 μm for (u) [Color figure can be viewed at wileyonlinelibrary.com]

To visualize the tumors as they develop in the brain, a *R26R* ^*LSL‐YFP*^ reporter allele (Srinivas et al., 2001) was incorporated into the glioma mouse model (*Glast* ^*CreERT/+*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ *;R26R* ^*LSL‐YFP*^). Tamoxifen was then administered to pregnant dams at E14.5 to induce *Nf1;Tp53* ^*CKO*^ in neural progenitors of embryos. We first analyzed early tumors in the offspring at postnatal day (P) 45, at which point the majority of the mice were still asymptomatic and have yet to exhibit neurological symptoms. As expected, we were able to observe the presence of a tumor in some mice marked by intense YFP expression typically on one side of the brain surrounding the ventricle (Figure 3d–h). The tumor at this stage was not easily distinguishable from nontumor tissues without YFP immunohistochemistry, yet both PDGFRα, an oligodendrocyte precursor cell (OPC) marker, and GFAP, an astrocyte marker, were ectopically expressed on the tumor side, indicating that the tumor is a glioma (Figure 3i–l). High magnifications revealed that ASCL1, OLIG2, and SOX2 are also expressed specifically within the YFP+ tumor cells (Figure 3m–r), which are highly irregular in shape, morphology, and density compared to normal YFP+ cells on the nontumor side (not shown). H/E staining also confirmed that these early tumors exhibited histological characteristics of gliomas (Figure 3x). Interestingly, the YFP+ tumor cells colocalized extensively with PDGFRα (Figure 3s,t) but not with GFAP or the neuronal marker NEUN (Figure 3u–w). The lack of colocalization between YFP and GFAP was similar to that observed in tumors of another glioma mouse model in which PDGF stimulation was combined with deletion of another tumor suppressor, *Pten* (Lei et al., 2011), and implies that the majority of GFAP+ cells are reactive astrocytes that have infiltrated the YFP+ tumor bulk in our model.

From P60‐120, we found that 100% of *Nf1;Tp53* ^*CKO*^ mice exhibited neurological symptoms and had tumors that evolved into an expanded mass with high mitotic index and microvascular proliferation resembling that of high‐grade gliomas (Figure 4a,b). We termed these *Ascl1* ^*WT*^ tumor mice (*N* = 29, blue line), which exhibited a median survival of 102 days, while CreER‐negative littermate controls (*N* = 19, green line) were tumor‐free and healthy (Figure 4p). Over 90% of the tumors were found in the cortex and/or striatum area, while a minority was also found in olfactory bulb, diencephalon, midbrain, or cerebellum (Figure 4o). Similar to the early tumors and the PDX‐GBMs, ASCL1, OLIG2, and SOX2 were coexpressed in the tumor cells of these terminal tumors (Figure 4c,d,g–j), and many ASCL1+ tumor cells were also Ki67+ (Figure 4e,f). PDGFRα was also highly coexpressed by the ASCL1+ (Figure 4k) and OLIG2+ (not shown) tumor cells, whereas GFAP and to a lesser extent S100β and NEUN, although found in some parts of the tumor, did not overlap significantly with SOX2 or ASCL1 (Figure 4l–n).

**FIGURE 4:**
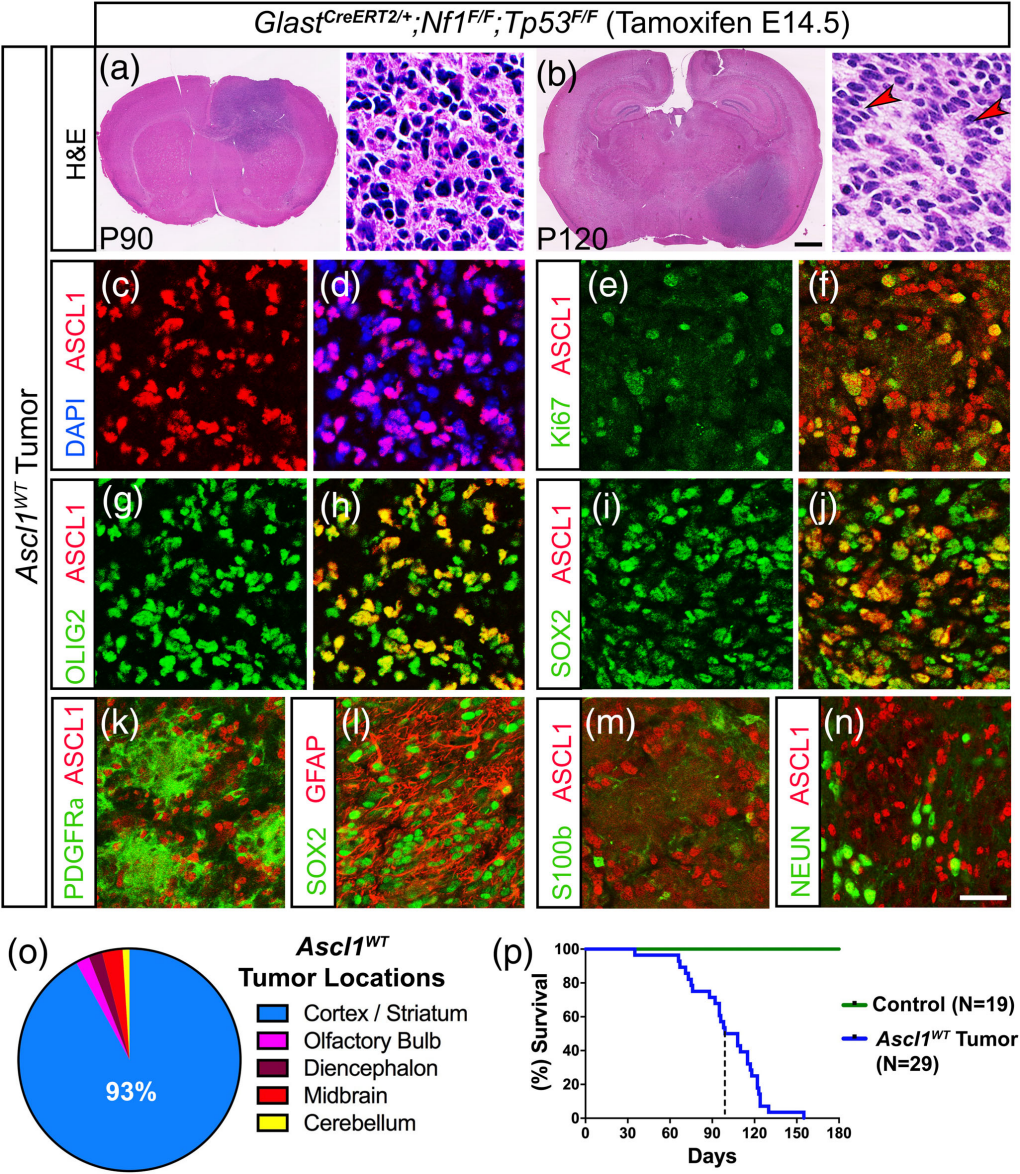
Expression of ASCL1, OLIG2, and SOX2 are maintained in mice with terminal stage glioma tumors. (a and b) H&E staining of *Ascl1* ^*WT*^ terminal stage tumors harvested at P90 and P120. Higher magnification insets show that tumors are high‐grade gliomas. Arrowheads indicate pseudopalisading cellular features consistent with GBM. (c–n) Immunofluorescence of *Ascl1* ^*WT*^ tumor tissue. ASCL1 is present in the majority of DAPI+ tumor cells (c and d) and colocalizes with Ki67 (e and f), OLIG2 (g and h), and SOX2 (I and j). PDGFRα (k) and GFAP (l) are also coexpressed in ASCL1+ or SOX2+ tumor cells respectively, but not S100β (m) and NEUN (n). (o) Incidence of tumors observed in different brain regions is indicated. Over 90% of tumors are found in the cortex and striatum (*N* = 29). (p) Survival curve of *Ascl1* ^*WT*^ tumor (*N* = 29) bearing mice and Cre‐negative control mice (*N* = 19). Dotted line indicates median survival of 102 days for *Ascl1* ^*WT*^ tumor mice. Scale bar is 1 mm for whole brain section and 30 μm for insets in (a and b); and 25 μm for (c–n) [Color figure can be viewed at wileyonlinelibrary.com]

Overall, our findings illustrate that ASCL1, OLIG2, and SOX2 are coexpressed in tumor cells of both early and terminal tumors of the glioma mouse model in vivo, and tumor cells maintain a molecular identity reminiscent of that of OPCs.

### 3.4 Loss of ASCL1 decreases the proliferation of gliomas and increases the survival of tumor bearing mice

Currently, the direct requirement of ASCL1 in brain tumor formation and progression from low‐grade gliomas to high‐grade GBMs in vivo remains unknown. To address this, we incorporated *Ascl1* ^*GFP*^ knock‐in (null) and *Ascl1* ^*Floxed*^ alleles into the glioma mouse model to generate *Glast* ^*CreERT2*^ *;Ascl1* ^*GFP/F*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ and *Glast* ^*CreERT2*^ *;Ascl1* ^*F/F*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ mice, respectively, both of which when administered with tamoxifen at E14.5 will result in triple conditional knock‐out of *Ascl1* along with *Nf1* and *Tp53* (*Ascl1;Nf1;Tp53* ^*CKO*^). To control for the possible effects of genetic background on glioma phenotype observed, we also generated *Glast* ^*CreERT2*^ *;Ascl1* ^*GFP/+*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ and *Glast* ^*CreERT2*^ *;Ascl1* ^*F/+*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ mice in parallel for comparison, both of which developed tumors that are still heterozygous for *Ascl1* when induced with tamoxifen, and are referred to as *Ascl1* ^*HET*^ tumor mice.

Previous reports demonstrate that ASCL1 is essential for the proliferation of GBM cell lines in vitro (Park et al., 2017; Rheinbay et al., 2013). In contrast, in vivo we found that *Ascl1;Nf1;Tp53* ^*CKO*^ mice (hence forth referred to as *Ascl1* ^*CKO*^ tumor mice, *N* = 39) still developed high‐grade tumors that were phenotypically consistent with high‐grade gliomas (Figure 5a). Furthermore, *Ascl1* ^*CKO*^ tumor penetrance and location (Figure 5l,m) in the brain was similar to the *Ascl1* ^*HET*^ (not shown) and *Ascl1* ^*WT*^ tumors (Figure 4o,p). We confirmed that ASCL1 was indeed absent in *Ascl1* ^*CKO*^ tumors. As illustrated for a *Glast* ^*CreERT2*^ *;Ascl1* ^*GFP/F*^ *;Nf1* ^*F/F*^ *;Tp53* ^*F/F*^ mouse, GFP driven by the endogenous *Ascl1* locus marks precisely the tumor cells but ASCL1 was no longer detected (Figure 5b,c). Notably, OLIG2 and SOX2 (Figure 5d,e,j,k), which we identified as ASCL1 target genes, were still expressed, indicating that expression of these two transcription factors do not depend solely on ASCL1. Similarly, OPC markers such as PDGFRα, the chondroitin sulfate NG2, and SOX10 were still expressed in the *Ascl1* ^*CKO*^ tumors (Figure 5d,f,g). As observed in *Ascl1* ^*WT*^ tumors, GFAP did not cocolocalize extensively with GFP+ tumor cells, despite being expressed in some regions of the tumor (Figure 5h,i). Together, these findings demonstrate that glial transcription factors and the OPC‐like identity of the tumor cells are still retained in the absence of ASCL1.

**FIGURE 5:**
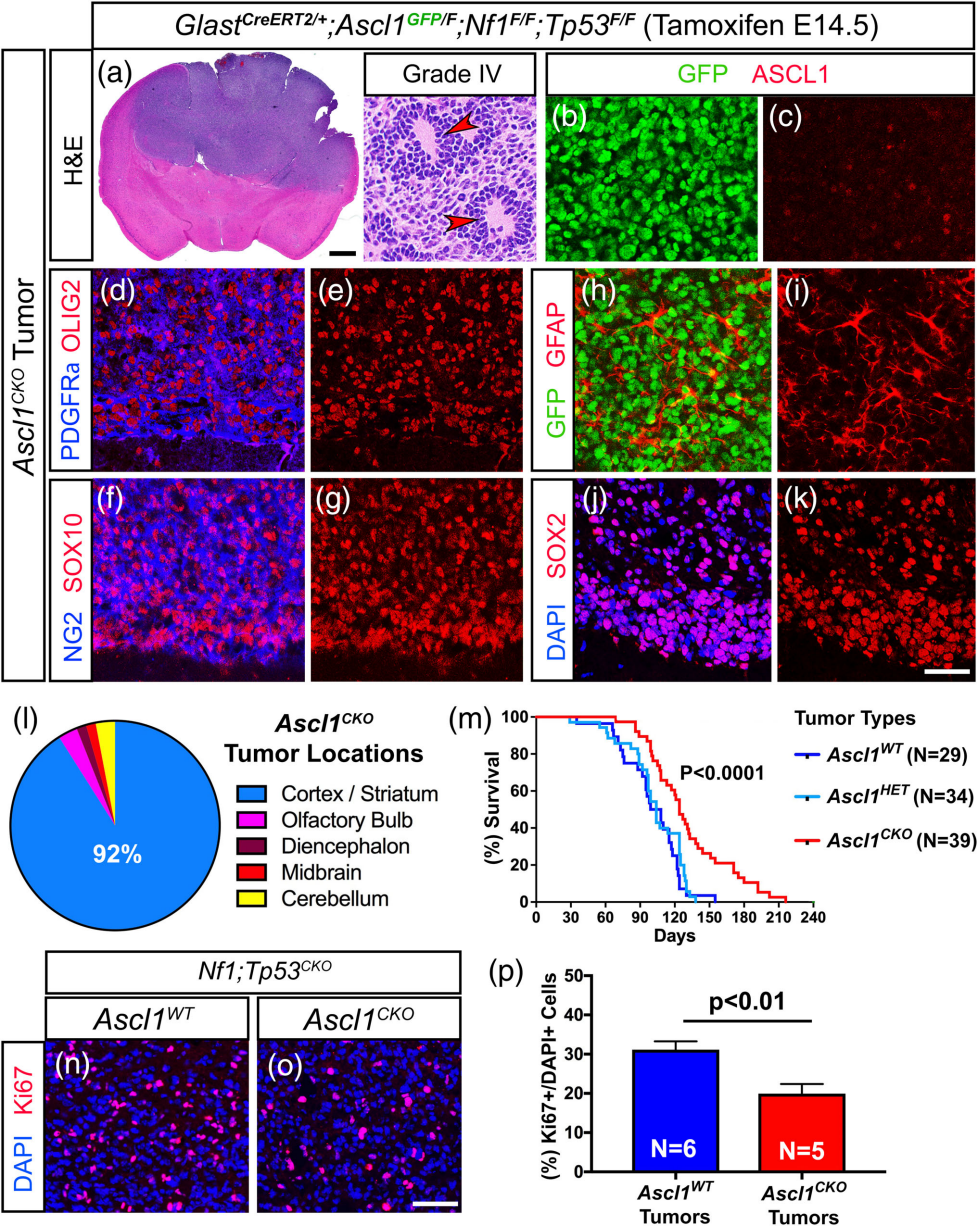
Survival of glioma tumor bearing mice is increased in the absence of ASCL1. (a) H&E staining of an *Ascl1* ^*CKO*^ tumor exhibiting pseudopalisading cellular features of Grade IV glioma (arrowheads, insets). (b–k) Immunofluorescence of *Ascl1* ^*CKO*^ tumor. GFP, driven by an *Ascl1* ^*GFP*^ knock‐in allele, is present in tumor cells but ASCL1 is absent (b and c), indicating efficient deletion of *Ascl1* ^*Floxed*^ allele. Expression of OLIG2 and PDGFRα (d and e), SOX10 and NG2 (f and g), GFAP (h and i), and SOX2 (j and k) are unaffected. (l) Incidence of *Ascl1* ^*CKO*^ tumors observed in the different brain regions. Over 90% of tumors are found in the cortex and striatum area similar to *Ascl1* ^*WT*^ tumors. (m) Survival curve of *Ascl1* ^*CKO*^ versus *Ascl1* ^*HET*^ tumor mice. Median survival is significantly improved for *Ascl1* ^*CKO*^ (122 days) compared to *Ascl1* ^*HET*^ (104 days) tumor mice (dotted lines). Note that survival of *Ascl1* ^*HET*^ is very similar to *Ascl1* ^*WT*^ tumor mice (note blue line is the same as Figure 4p). (n–p) Immunofluorescence (n and o) and quantification of the percentage of Ki67+/DAPI+ tumor cells (p) for *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors. Scale bar is 1 mm for whole brain section and 30 μm for insets in (a); 25 μm for (b–k); and 50 μm for (n and o) [Color figure can be viewed at wileyonlinelibrary.com]

Notably, the *Ascl1* ^*CKO*^ tumor mice survived longer compared to *Ascl1* ^*HET*^ and *Ascl1* ^*WT*^ tumor mice. Specifically, while the *Ascl1* ^*HET*^ tumor mice (*N* = 34) died between P60‐130, with a median survival of 104 days, which is very similar to *Ascl1* ^*WT*^ tumor mice (median survival of 102 days), *Ascl1* ^*CKO*^ tumor mice (*N* = 39) died later between P90‐180, with a median survival of around 122 days (compare red vs. light and dark blue lines, Figure 5m). This improvement in survival for the *Ascl1* ^*CKO*^ tumor mice also holds true even when analyzed by gender (not shown) and strongly suggests that it was due to the loss of ASCL1.

To determine what may account for the improved survival of the *Ascl1* ^*CKO*^ tumor mice, we assessed tumor proliferation by quantifying the percentage of tumor cells that were Ki67+ in comparison to *Ascl1* ^*WT*^ tumor mice. Because the density of Ki67+ cells can vary dramatically across a large tumor depending on necrosis or the integrity/quality of the tumor tissue, we chose to image and quantify several regions of each *Ascl1* ^*CKO*^ (*N* = 5) or *Ascl1* ^*WT*^ tumor (*N* = 6) with the highest density of Ki67+ cells (Figure 5n,o). Overall, *Ascl1* ^*CKO*^ tumors exhibited a decrease of about 30% Ki67+ cells compared to *Ascl1* ^*WT*^ tumors (Figure 5p), which is consistent with our previous finding that numerous cell cycle and mitotic genes are targets of ASCL1. This decrease in Ki67+ cells was similar to that observed for adult OPCs in the spinal cord when *Ascl1* was conditionally deleted (Kelenis, Hart, Edwards‐Fligner, Johnson, & Vue, 2018) and supports the interpretation that the increased survival of *Ascl1* ^*CKO*^ tumor mice may result from a decrease in the rate of tumor cell proliferation.

### 3.5 Transcriptome of mouse GBM tumors showed that loss of ASCL1 is associated with downregulation of cell cycle genes

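Gliomas of this mouse model arise after tamoxifen given at E14.5 (62.5 mg/kg) deletes Nf1 and Tp53 in neural progenitors, and in the CKO mice Ascl1 as well. RNA-seq counts of bulk tumor tissue were deposited for 5 Ascl1 WT and 5 Ascl1 CKO tumors. By the labels of Figure 6a, WT 1 came from the midbrain, WT 2 and WT 3 from the cortex and WT 4 and WT 5 from the rostral cortex, while CKO 1 came from the cortex, CKO 2 from the lateral, CKO 3 and CKO 5 from the dorsal and CKO 4 from the ventral cortex. Levels of Xist, transcribed from the inactive X chromosome, and of Ddx3y, on the Y chromosome, marked 3 WT mice as female and 2 as male, and 1 CKO mouse as female and 4 as male. The precursor of ribosomal RNA, counted as Rn45s, took 0.297% to 1.66% of counts in WT tumors and 0.101% to 0.261% in CKO tumors. The authors aligned strand-specific reads to the mouse genome mm10 with TopHat 2.1.0 and counted them per gene with featureCounts, and the deposited values are raw whole-number counts with no normalization. Totals ranged from 24733474 to 33976723 counts in WT tumors (median 28741701) and from 27768369 to 34368793 in CKO tumors (median 32819541). Here, counts were scaled by TMM in edgeR, genes with low counts were removed with filterByExpr, and 15362 of 24421 genes were compared between the genotypes with edgeR's quasi-likelihood F test, two-sided, at an adjusted p below 0.05. Levels are given as TMM-scaled counts per 1e6 counts (CPM), as mean ± SD over 5 tumors, and log2 fold changes are CKO against WT. Tumors of a genotype differed with a biological coefficient of variation of 49.3%. In counts simulated with the same spread, the test recovered 60% of genes changed by 2 log2 units and 2% of genes changed by 1 log2 unit. Gene lists were tested as sets with camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the tumors.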

To determine if the loss of ASCL1 altered the molecular profiles of the mouse glioma tumors, we carefully isolated tumor bulk from various regions of the brain from *Ascl1* ^*WT*^ (*N* = 5) and *Ascl1* ^*CKO*^ (*N* = 5) tumor mice for RNA‐seq analysis. RNA‐seq tracks of the *Ascl1* locus show that *Exons 1* and *2* of the *Ascl1 mRNA* (containing the entire coding sequence), were completely absent in all *Ascl1* ^*CKO*^ tumors but were present in *Ascl1* ^*WT*^ tumors (Figure 6a), confirming efficient deletion of the *Ascl1* ^*Floxed*^ allele. 

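Ascl1 transcript was lower in every CKO tumor than the WT mean but was counted in all 5. Its level was 48.9 ± 10.6 CPM (SD, n = 5) in WT tumors and 18.1 ± 13.2 CPM (SD, n = 5) in CKO tumors, a log2 fold change of -1.44 (standard error 0.485). CKO 1 had 3.62, CKO 2 had 18.3, CKO 3 had 9.52, CKO 4 had 20.6 and CKO 5 had 38.3 CPM, from 106 to 1449 counts, against 34.6 to 60.9 CPM in WT tumors. Ascl1 lies on the minus strand of chromosome 10 of mm10 from 87490819 to 87493660. In GENCODE, exon 1 (87492353 to 87493660) holds the coding sequence (87492396 to 87493088), and exon 2 (87490819 to 87491991) is 3′ untranslated sequence. Of the 3 genes floxed in the model, 0 passed edgeR's test over all genes, where the adjusted p of Ascl1 was 0.646, and 1, Ascl1, fell when adjusted over the list alone (adjusted p = 0.0364 from edgeR). The tumor suppressor Trp53 stood at 149 ± 40.6 CPM in WT and 120.4 ± 20.5 CPM in CKO tumors, and Nf1, which encodes a negative regulator of RAS, at 48.3 ± 12.3 and 51.9 ± 21.3 CPM (SD, n = 5 each). As a set, the floxed genes gave a camera adjusted p of 0.0994, which was 0.0362 without CKO 4, 0.0238 without CKO 5 and 0.0161 with sex of the mice as a term. By an exact two-sided Wilcoxon test, Ascl1 had p = 0.0159, or 0.0503 adjusted over the 19 genes named for Figure 6. The deposited counts are per gene, so reads from exon 1 and exon 2 cannot be separated. The paper's legend places both exons between the loxP sites. Counts of bulk tissue do not show which cells the Ascl1 reads of CKO tumors came from.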

We first compared the transcriptomes of the *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors (Table S6) with transcriptomes of CNS cell types, including OPCs, newly formed oligodendrocytes (NFO), mature oligodendrocytes (MO), astrocytes (AS), neurons, and whole cortex (WC) (Zhang et al., 2014). 

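Genes for cytosolic ribosomal proteins, the most abundant list, had lower means in CKO tumors, but the genotypes overlapped. All 36 measured members had lower means in CKO tumors, with a median log2 fold change of -0.75, and 0 passed edgeR's test over all genes or adjusted over the list alone. By camera the list fell (adjusted p = 2.8e-13, or 0.527 with an estimated correlation). That correlation was 0.89, so the 36 genes are far from independent. The mean z score of log2 CPM over the list did not differ past the threshold (exact permutation p = 0.119, two-sided, n = 5 each). WT 1 (-0.33) and WT 5 (-0.42) lay below CKO 1 (0.0037) and CKO 2 (0.84), while CKO 3, CKO 4 and CKO 5 lay below every WT tumor (-1.24 to -0.83). Rpsa, of the small subunit, stood at 4372 ± 2734 CPM in WT and 1916 ± 1192 CPM in CKO tumors, and Rplp0, of the large subunit's stalk, at 3726 ± 2134 and 1997 ± 1212 CPM (SD, n = 5 each). The large subunit's Rpl13 and Rpl19 had lower means too (Rpl13 3174 ± 1562 and 1800.0 ± 1343 and Rpl19 2641 ± 1394 and 1502 ± 1139 CPM). These are short genes, with a median length of 792 bases, and expression followed gene length differently from tumor to tumor. In WT 1, WT 5, CKO 3, CKO 4 and CKO 5 longer genes were high relative to the mean of all tumors (Spearman's rho across genes from 0.288 to 0.551), and in WT 2, WT 3, WT 4, CKO 1 and CKO 2 they were low (rho from -0.523 to -0.315). The methods give RNA integrity numbers between 8 and 10 for all tumors. Genes are not independent replicates, and the mean rho of the genotypes did not differ past the threshold (exact permutation p = 0.302, two-sided, n = 5 each). Across genotypes, the 3073 shortest genes had a median log2 fold change of -0.36 and the 3073 longest one of 0.21. With each tumor's trend with length removed, a step chosen after the trend was seen, the median of the ribosomal protein list was -0.35.

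**Figure D1:**
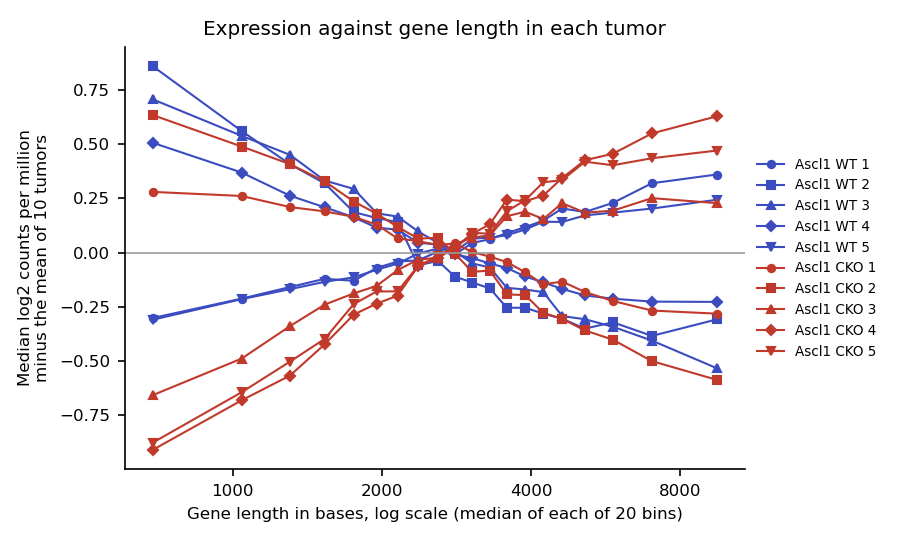
Median log2 CPM minus the mean of the 10 tumors (vertical axis) for 20 bins of tested genes by length in bases (horizontal axis, log scale), with 1 line per tumor, Ascl1 WT in blue and Ascl1 CKO in red. Lines of WT 1, WT 5, CKO 3, CKO 4 and CKO 5 run upward with length and those of the other 5 tumors downward.

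The first principal component of the 500 most variable genes held 40.3% of their variance and put the same 5 tumors on one side as the trend with length did. Genotype accounted for 14.1% of the squared distance between tumors over these genes (exact permutation p = 0.230, n = 5 each), where the highest relabeling of the tumors gave 37.5%. Over all tested genes, Pearson's r across genes had a median of 0.920 for the 20 pairs of tumors of one genotype and of 0.920 for the 25 pairs of different genotype. Transcriptomes of normal CNS cell types are not in the deposited series and were not compared.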

A multidimensional scaling (MDS) plot shows that both the *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors cluster together and away from the CNS cell types, and therefore are more similar to each other than to neurons or any of the glial lineage cells (Figure 6b). 

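Markers of OPCs, the glial progenitors that form oligodendrocytes, were abundant in tumors of both genotypes. The median level of the 23 genes of a fixed OPC list was 366 CPM, against 131 CPM for 20 astrocyte genes, 56.9 CPM for 20 neuron genes, 32.8 CPM for 18 myelinating oligodendrocyte genes and 28.3 CPM for 16 genes of newly formed oligodendrocytes. Bcan, which encodes a proteoglycan of the brain's extracellular matrix, had 1664 ± 604 CPM in WT and 1495 ± 1068 CPM in CKO tumors, Cspg5, another proteoglycan, 1348 ± 640.2 and 793 ± 151 CPM, and Pdgfra, the growth factor receptor that marks OPCs, 582 ± 256 and 1012 ± 753 CPM (SD, n = 5 each). Between genotypes, 11 OPC genes had means above and 12 below those of WT tumors, with a median log2 fold change of -0.10, a mean of 0.12 and a camera adjusted p of 0.662. The list of newly formed oligodendrocytes rose in CKO tumors by camera, with 14 of 16 genes higher and a median of 0.63 (adjusted p = 0.00255; adjusted p = 0.527 with an estimated correlation). The rise was that of CKO 2, CKO 4 and CKO 5 (scores 0.37, 1.26 and 0.80), while CKO 1 (-0.35) and CKO 3 (-0.58) lay within the range of the WT tumors (-0.62 to -0.06; exact permutation p = 0.151, n = 5 each). Its most abundant members were Bcas1, at 691 ± 235 CPM in WT and 921 ± 519.9 CPM in CKO tumors, the kinase gene Fyn, at 624 ± 202 and 609 ± 186 CPM, Sirt2, at 387 ± 165 and 535 ± 664 CPM, and the receptor gene Gpr17, at 172 ± 180.1 and 295 ± 188 CPM. Sirt2 lies on chromosome 7, which holds 61 of the 111 genes lower at an unadjusted p below 0.01, and its level in CKO 4 was 1699 CPM. Myelin genes had 9 members on either side of zero (median -0.01, camera adjusted p = 0.585, and 0.0387 without WT 2 or 0.0161 with sex of the mice as a term), with Plp1 at 683 ± 537 and 1202 ± 605 CPM, Mbp at 988 ± 752 and 744 ± 316 CPM, and Mag, also on chromosome 7, at 267 ± 206 and 579.9 ± 455 CPM. Astrocyte genes had a median of -0.15 (7 higher and 13 lower, camera adjusted p = 0.638), with the intermediate filament gene Gfap at 902 ± 705 and 1169.7 ± 555 CPM and the enzyme gene Aldoc at 801 ± 154 and 814 ± 603 CPM. Neuron genes had a median of 0.42 (14 higher and 6 lower, camera adjusted p = 0.435, and 0.00237 without CKO 5 or 0.0216 with sex as a term), with the kinase gene Camk2a at 403 ± 506 and 269 ± 239 CPM and the synaptic gene Snap25 at 282 ± 155.4 and 376 ± 332 CPM. The other most abundant members were the myelin enzyme gene Cnp, the astrocyte genes Clu and Atp1b2 and the neuron genes Nrgn and Map2 (Cnp 502 ± 113 and 627 ± 287, Clu 934 ± 530.3 and 819.7 ± 444, Atp1b2 652 ± 182 and 923 ± 269.6, Nrgn 330.0 ± 225 and 300.4 ± 306 and Map2 316 ± 146 and 294 ± 85.5 CPM). In these 5 lists, 0 genes passed edgeR's test over all genes or adjusted over the list alone. CPM is not corrected for gene length, so levels are compared between genotypes and only roughly between genes. With total counts as the only scaling, which moved the median of all genes up by 0.22, the medians of the OPC list (0.15), the astrocyte list (0.10) and the myelin list (0.22) lay above zero.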

When we further analyzed RNA‐seq of *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors using the top 50 signature genes for each CNS cell type, both tumor types more closely resemble that of OPCs rather than the other CNS cell types (Figure 6c). This finding further supports the notion that OPCs, which are highly proliferative and migratory, may be the precursor cell‐of‐origin for the glioma tumors in this model.

**FIGURE 6:**
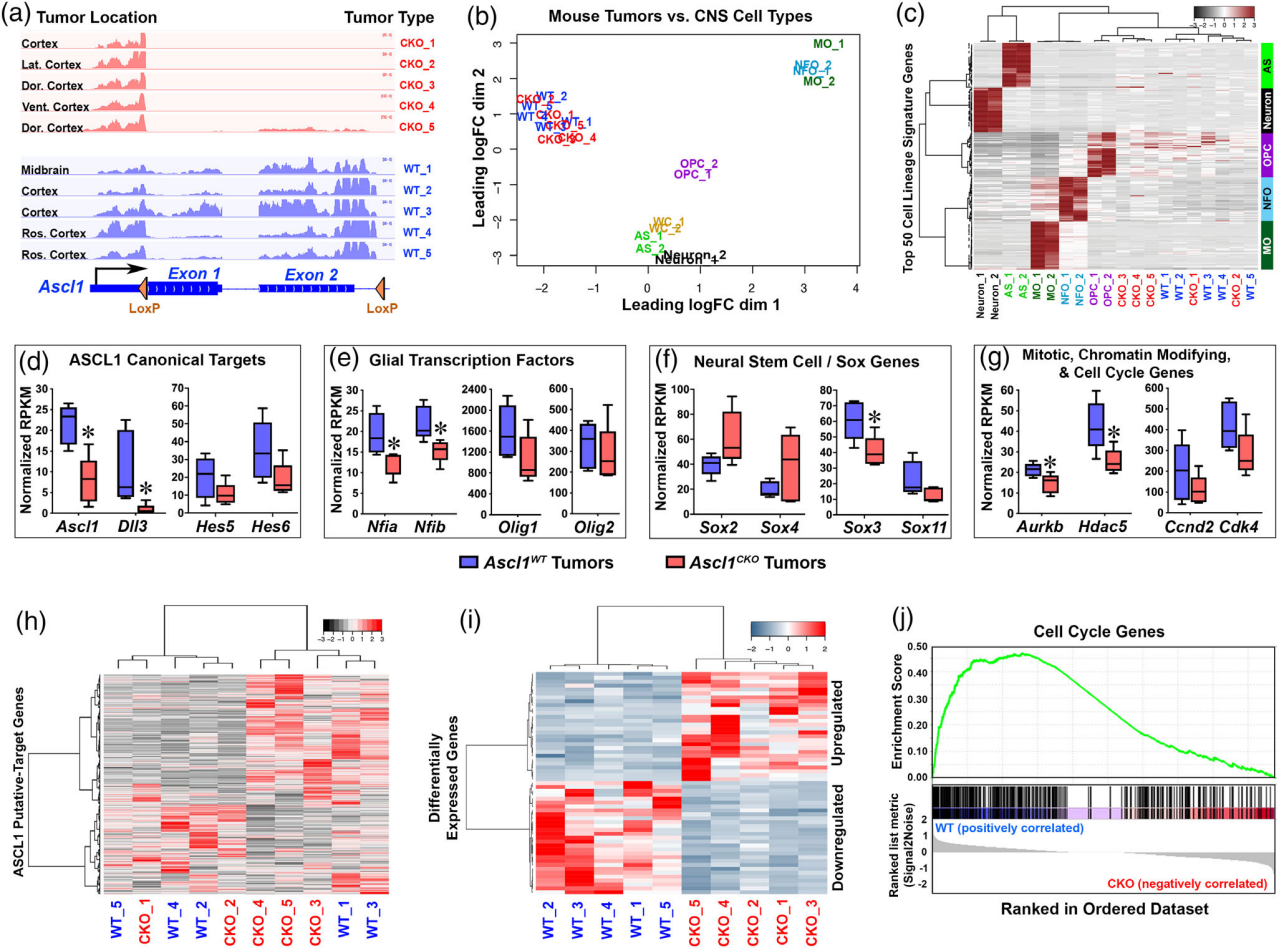
Cell cycle genes are downregulated in *Ascl1* ^*CKO*^ glioma tumors of the mouse model. (a) RNA‐seq tracks at the *Ascl1* locus of *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors isolated from brain regions indicated. Note that Exon 1 and 2 of the *Ascl1 mRNA*, flanked by Lox P sites, are absent in *Ascl1* ^*CKO*^ tumors. (b) Multidimensional scaling (MDS) plot of RNA‐seq of *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors versus CNS cell types (Zhang et al., 2014). *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors are more similar to each other than to any of the CNS cell types. AS, astrocytes; OPC, oligodendrocyte precursor cells; NFO, newly formed oligodendrocytes; MO, myelinating oligodendrocytes; WC, whole cortex. See Table S6 for normalized gene expression (RPKM) in *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors. (c) Heatmap and dendrograms using the top 50 CNS cell lineage signature genes for each cell type (Zhang et al., 2014). Dendrograms on top show that *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors express signature genes that are more similar to OPCs than to the other CNS cell types. (d–g) Box and whisker plots of ASCL1 putative‐target genes in *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors. Canonical targets of ASCL1 (d), glial transcription factors (e), and mitotic, chromatin modifying, and cell cycle genes (g) are expressed at lower level while neural stem cell/*Sox* genes (f) are bidirectionally affected in *Ascl1* ^*CKO*^ compared to *Ascl1* ^*WT*^ tumors. Asterisks indicate target genes significantly altered (*p* < .05, Wilcox test). (h–i) Heatmap and dendrograms of differentially expressed genes (DEGs) in *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ GBMs. DEGs consist of ASCL1 putative direct targets (h) (see Table S7) and indirect target DEGs (FDR < 0.05) (i) (see Table S8). (j) Gene‐set‐enrichment‐analysis (GSEA) showing that cell cycle genes are enriched in the downregulated genes in *Ascl1* ^*CKO*^ compared to *Ascl1* ^*WT*^ tumors [Color figure can be viewed at wileyonlinelibrary.com]

Finally, we sought to identify genes that are differentially expressed between *Ascl1* ^*WT*^ and *Ascl1* ^*CKO*^ tumors. Analysis of ASCL1 canonical target genes revealed that *Dll3*, similar to *Ascl1*, was significantly decreased, while *Hes5* and *Hes6* were lowered (Figure 6d), but *Dll1*, *Notch1*, and *Insm1* (not shown) were unchanged in *Ascl1* ^*CKO*^ tumors. 

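Of 6 canonical ASCL1 targets, 1 fell and none rose when adjusted over the list alone, and 0 passed edgeR's test over all genes. That gene was Dll3, a Notch ligand that acts inside the cell, with 23.4 ± 18.5 CPM (SD, n = 5) in WT and 2.05 ± 2.87 CPM (SD, n = 5) in CKO tumors, a log2 fold change of -3.50 (standard error 0.853, adjusted p = 0.00912 over the list alone from edgeR). Every CKO tumor lay below every WT tumor, at 7.18 CPM in CKO 4 and at most 0.991 CPM in the other 4, and DESeq2 gave Dll3 an adjusted p of 0.00590 over all genes. The Notch effector Hes5 stood at 25.6 ± 15.2 CPM in WT and 13.5 ± 7.75 CPM in CKO tumors (log2 fold change -0.93, standard error 0.520), and Hes6, an antagonist of Hes proteins, at 46.7 ± 21.8 and 25.2 ± 12.1 CPM (log2 fold change -0.89, standard error 0.377). For Dll1, another Notch ligand, the values were 18.1 ± 15.5 and 18.6 ± 9.17 CPM (log2 fold change 0.03, below zero without any 1 of WT 2, WT 3, WT 4, CKO 4 or CKO 5, from -0.24 to -0.02, and 0.69 without WT 5), for the receptor gene Notch1 93.4 ± 53.5 and 134 ± 66.4 CPM (0.52, and 0.28 to 0.93 with a tumor left out), and for the neuroendocrine factor Insm1 3.17 ± 2.09 and 1.99 ± 2.09 CPM (-0.67, and -1.52 to -0.24 with a tumor left out). Exact two-sided Wilcoxon tests gave p = 0.00794 for Dll3, 0.0952 for Hes6 and 0.222 for Hes5 (n = 5 each), or 0.0503, 0.165 and 0.325 adjusted over the 19 genes. The 6 genes as a set, 2 higher and 4 lower with a median of -0.78, fell by camera (adjusted p = 0.0479; adjusted p = 0.386 with an estimated correlation). The set no longer passed without WT 4 (adjusted p = 0.0719), WT 5 (0.211), CKO 1 (0.118) or CKO 2 (0.164), nor without the genes of chromosome 7 (0.293), where Dll3 lies from 28293555 to 28301785.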

Interestingly, glial transcription factors *Nfia* and *Nfib*, and several mitotic (*Aurkb*) and chromatin modifying (*Hdac5*) genes were significantly decreased, whereas *Olig1*, *Olig2*, and cell cycle genes (*Ccnd2* and *Cdk4*) were somewhat reduced in *Ascl1* ^*CKO*^ tumors (Figure 6e,g). In contrast, *Sox* genes were bidirectionally affected by the loss of ASCL1. For instance, although *Sox3* and *Sox11* were decreased, *Sox2* and *Sox4* appeared upregulated in the *Ascl1* ^*CKO*^ tumors (Figure 6f). 

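Nfia and Nfib, transcription factors of gliogenesis, and the histone deacetylase gene Hdac5 had lower means in CKO tumors, with all 5 tumors of the genotype below the WT mean. Nfia stood at 188 ± 44.1 CPM (SD, n = 5) in WT and 121 ± 27.9 CPM (SD, n = 5) in CKO tumors (log2 fold change -0.64, standard error 0.239), with every CKO tumor below every WT tumor. Nfib had 204 ± 33.7 and 144 ± 26.3 CPM (-0.51), Hdac5 189.6 ± 51.7 and 113 ± 23.9 CPM (-0.74), and Aurkb, the kinase of the chromosomal passenger complex, 41.9 ± 5.90 and 28.9 ± 8.70 CPM (-0.54). The oligodendrocyte lineage factor Olig1 had 3461 ± 1088 and 2327 ± 1015 CPM (-0.57, and -0.86 to -0.40 with a tumor left out) and Olig2 811 ± 262 and 699 ± 347 CPM (-0.21, and -0.56 to -0.09 with a tumor left out, or 0.03 with total counts as the only scaling). For Ccnd2, a cyclin of G1, the levels were 1149.8 ± 833 and 641 ± 419 CPM (-0.84, and -1.29 to -0.43 with a tumor left out), with 2301 CPM in WT 3. There Ccnd2 lies in a stretch of chromosome 6 from 126636463 to 128891124 whose genes mostly stood far above their median in the other tumors. Its partner kinase gene Cdk4 had 564 ± 142 and 383 ± 143 CPM (-0.56). With total counts as the only scaling, the log2 fold changes of Nfia (-0.405), Nfib (-0.27), Aurkb (-0.33), Olig1 (-0.36) and Cdk4 (-0.35) were nearer zero. Exact two-sided Wilcoxon tests gave p = 0.00794 for Nfia, 0.0159 for Nfib and Hdac5, 0.0317 for Aurkb, 0.0556 for Cdk4, 0.0952 for Olig1 and 0.548 for Olig2 and Ccnd2 (n = 5 each), and adjusted over the 19 genes the lowest was 0.0503 (Aurkb 0.0862, Cdk4 0.132). Dll3 was the only one of the 19 genes past edgeR's test adjusted over the list alone (adjusted p = 0.0289), and 0 passed over all genes. Of 20 neurodevelopmental transcription factors that the paper lists as targets, 7 were higher and 13 lower (median -0.25, camera adjusted p = 0.0994), of 14 cell cycle and mitosis targets 3 were higher and 11 lower (-0.24, 0.0727), and of 9 chromatin targets 3 were higher and 6 lower (-0.22, 0.309). With total counts only the median of the chromatin targets was 0.01, against 0.24 for all genes. Within these 3 lists 0 genes passed edgeR's test over all genes or adjusted over the list alone. Abundant members were Sox10 (597 ± 209 and 636 ± 331 CPM) among the transcription factors, Rcc2 (494 ± 77.6 and 393 ± 53.8 CPM), a regulator of mitotic spindle assembly, among the cell cycle genes, and the remodeler gene Smarca4 (214 ± 84.7 and 184 ± 44.1 CPM) among the chromatin genes. Further abundant members were the factor Sox8, the kinase gene Csnk1e and the chromatin remodeler genes Smarcb1, Smarcd1 and Chd3 (Sox8 219.8 ± 110.3 and 162 ± 31.7, Csnk1e 129 ± 41.9 and 109 ± 17.9, Smarcb1 216 ± 53.9 and 167 ± 84.5, Smarcd1 198 ± 41.2 and 164 ± 27.7 and Chd3 164 ± 71.7 and 142 ± 29.7 CPM). The transcription factor list passed as lower without WT 2 (adjusted p = 0.0372), WT 3 (0.0469), WT 4 (0.0299) or CKO 5 (0.00141), and the cell cycle list without WT 2 (0.0414), WT 4 (0.0208), CKO 3 (0.0120) or CKO 5 (0.0398). With sex of the mice as a term these lists had adjusted p of 0.0116 and 0.0234, with the length group of the tumors as a term 0.0166 and 0.0403, and without chromosome 7 genes the transcription factor list had 0.0430. With each tumor's trend with gene length removed the 3 lists had camera adjusted p of 0.00873, 0.0136 and 0.0142, and none passed with an estimated correlation.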

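Sox3, a factor of neural progenitors on the X chromosome, stood at 126 ± 26.6 CPM (SD, n = 5) in WT and 84.4 ± 18.4 CPM (SD, n = 5) in CKO tumors (log2 fold change -0.58, standard error 0.219, or -0.38 with total counts as the only scaling), and Sox11, of immature neural cells, at 197 ± 95.1 and 106 ± 38.1 CPM (-0.90, standard error 0.346, and -0.60 without WT 1). For Sox2, which maintains neural stem cells, the levels were 98.1 ± 21.9 and 152 ± 53.9 CPM (0.63, standard error 0.268, and 0.42 without CKO 5), with all 5 CKO tumors above the WT mean. Sox4 had 58.8 ± 19.2 and 116 ± 82.6 CPM (0.98, standard error 0.521), but CKO 1 and CKO 2 lay below every WT tumor, at 31.6 and 29.4 CPM, while CKO 3, CKO 4 and CKO 5 lay above every one, at 131 to 209 CPM. CKO 3, CKO 4 and CKO 5 are also the CKO tumors whose longer genes were high, and with the length group of the tumors as a term the change of Sox4 was 0.28 (0.36 with sex of the mice as a term). Exact two-sided Wilcoxon tests gave p = 0.0159 for Sox3, 0.0952 for Sox2, 0.151 for Sox11 and 0.690 for Sox4 (n = 5 each), or 0.0503, 0.165, 0.239 and 0.729 adjusted over the 19 genes named for Figure 6. Of 16 neural stem cell genes, 1 fell and none rose when adjusted over the list alone, and 0 passed over all genes. It was Nes, which encodes the intermediate filament nestin, at 453 ± 110.0 CPM in WT and 191 ± 46.2 CPM in CKO tumors (log2 fold change -1.24, standard error 0.251, adjusted p = 0.00567 over the list alone from edgeR), with every CKO tumor below every WT tumor. The lipid-binding protein gene Fabp7 had 2028 ± 635 and 1198 ± 653 CPM, Vim, of another intermediate filament, 1554 ± 813 and 1461 ± 592 CPM, and the glutamate transporter gene Slc1a3 448 ± 127 and 395 ± 78.8 CPM. As a set the stem cell genes did not pass (7 higher, 9 lower, median -0.07, camera adjusted p = 0.646). With total counts as the only scaling their median was 0.20, against 0.24 for all genes.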

Heatmap and dendrogram analysis of all 1,054 ASCL1 putative targets (converted from a list of 1,106 genes from human GBMs, Table S4), revealed that there were as many genes being upregulated as there were genes being downregulated by the loss of ASCL1 (Figure 6h, Table S7). 

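Among ASCL1 putative targets, about as many genes had higher as lower means in CKO tumors. Of the 1106 human genes of Table S4, 1013 matched a mouse gene by symbol and 991 were tested, with 477 above and 514 below zero and a median log2 fold change of -0.02, against 7874 above and 7488 below and a median of 0.02 for all genes. For the mouse genes of Table S7, 1048 in the copy at hand, 1029 were tested, with 500 above and 529 below zero. No target passed edgeR's test over all genes or adjusted over the list alone, while 16 higher and 59 lower genes of Table S4 had an unadjusted p below 0.05, and limma-voom called 0 genes of any kind. DESeq2 called 1 higher and 4 lower targets: the axon guidance gene Ntng2 at 3.91 ± 1.30 CPM in WT and 10.4 ± 5.07 CPM in CKO tumors, and Dll3, Nrarp, Hmgb2 and Marcksl1, the last, an actin regulator, at 917 ± 43.0 and 560.3 ± 100.2 CPM (SD, n = 5 each). Ntng2 and Marcksl1 are named because DESeq2 called them, after their values were seen. Of 9 oncogenic signaling genes that the paper names as targets, 6 were higher and 3 lower (median 0.12, camera adjusted p = 0.435) and 0 passed edgeR's test over all genes or adjusted over the list alone. Pik3r1, a subunit of PI3 kinase, had 185 ± 70.1 and 215 ± 87.8 CPM, Gsk3b, a kinase of Wnt signaling, 111 ± 24.8 and 121 ± 36.3 CPM, and Akt3, a kinase downstream of PI3 kinase, 58.1 ± 32.6 and 64.3 ± 26.2 CPM. For Rtkn, an effector of Rho, the levels were 135 ± 41.3 and 121 ± 47.8 CPM. As a set the targets of Table S4 did not pass (camera p = 0.216), but they passed as lower without WT 3 (0.0294), WT 4 (0.0304) or CKO 5 (0.0422) and with each tumor's trend with gene length removed (0.00146; p = 0.0644 with an estimated correlation). With total counts as the only scaling the median of the targets was 0.21, against 0.24 for all genes.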

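Penk, the precursor of enkephalins in striatal neurons, had 6.94 ± 3.83 CPM (SD, n = 5) in WT and 100.5 ± 127 CPM (SD, n = 5) in CKO tumors, and every CKO tumor lay above every WT tumor, the highest being CKO 1 at 326 CPM. Nnat, an imprinted gene of the developing brain, had 883 ± 286 and 302 ± 28.4 CPM, with every CKO tumor below every WT tumor (log2 fold change -1.55, standard error 0.254). In a list of 11 measured neuroblast genes Nnat alone fell when adjusted over the list alone (adjusted p = 0.000656 from edgeR), 0 passed over all genes, and the list did not pass as a set (7 higher, 4 lower, median 0.11, mean -0.03, tested as lower, camera adjusted p = 0.701). Of 13 measured genes of striatal medium spiny neurons, a list written after Table S8 was seen and so not independent evidence, 12 were higher and 1 lower. As a set they rose with a median of 1.1601 (camera adjusted p = 0.00318; adjusted p = 0.545 with an estimated correlation), but not without CKO 1 (adjusted p = 0.226). Adjusted over the list alone, Penk (log2 fold change 3.86, adjusted p = 0.00429 from edgeR) and the dopamine receptor gene Drd1 (0.643 ± 0.619 and 5.42 ± 6.15 CPM, 3.06, adjusted p = 0.0389) rose, while Ppp1r1b, of dopamine signaling, had 23.4 ± 21.2 and 83.5 ± 149.8 CPM, with 349 CPM in CKO 1. Other abundant members were the striatal genes Meis2 and Rgs9 and the neuroblast genes Tubb3, Dcx and Cd24a (Meis2 27.2 ± 10.4 and 31.1 ± 14.0, Rgs9 22.3 ± 3.05 and 34.0 ± 32.2, Tubb3 46.1 ± 14.2 and 73.9 ± 51.2, Dcx 60.6 ± 24.3 and 35.0 ± 16.7 and Cd24a 58.2 ± 19.8 and 35.4 ± 11.9 CPM). Over all genes edgeR called 0 genes, with 558 higher and 618 lower, 1176 in all, at an unadjusted p below 0.05, while DESeq2 called 24 higher and 32 lower, or 18 and 27 with a prior on fold changes, and limma-voom 0. All 5 CKO tumors lay above all 5 WT tumors for 70 genes (0.456% of those tested) and below them for 117 (0.762%), where chance gives 0.397% each. Table S8, the paper's own list from these tumors, holds 57 genes, 29 lower and 28 higher, and 54 were tested here. The direction was the paper's for all 54, 0 passed over all genes and 49 passed by DESeq2. Adjusted over the list alone 54 passed, which is not independent evidence as the list was chosen on these tumors. On chromosome 7 lay 17 of its lower genes and 0 of its higher ones, and it includes the ribosomal RNA precursor Rn45s, at 7573 ± 5548 CPM in WT and 1822 ± 715 CPM in CKO tumors.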

We also identified about 50 indirect targets of ASCL1 that were either upregulated or downregulated in the *Ascl1* ^*CKO*^ tumors (Figure 6i, Table S8). 

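Genes of DNA synthesis and of mitosis had lower means in CKO tumors as groups. Of 42 G1/S genes 34 were lower and 8 higher, with a median log2 fold change of -0.28, and of 51 G2/M genes 40 were lower and 11 higher, with a median of -0.34. Mcm5, a subunit of the replicative helicase, had 105 ± 15.02 CPM (SD, n = 5) in WT and 71.4 ± 15.4 CPM (SD, n = 5) in CKO tumors, with every CKO tumor below every WT tumor. Pcna, the sliding clamp of DNA polymerase, had 212 ± 8.19 and 164 ± 32.1 CPM, Nasp, a histone chaperone, 114 ± 15.4 and 81.7 ± 10.99 CPM, and Rrm2, a subunit of ribonucleotide reductase, 136 ± 139.8 and 65.7 ± 14.4 CPM, with 385 CPM in WT 1. Among G2/M genes Hmgb2, a chromatin protein of dividing cells, had 259 ± 37.5 and 149 ± 27.8 CPM (log2 fold change -0.79, standard error 0.2003), every CKO tumor below every WT tumor, and DESeq2 gave it an adjusted p of 0.0484. Anp32e, a histone chaperone, had 387 ± 124 and 282 ± 83.2 CPM, Tubb4b, a tubulin gene, 298 ± 93.1 and 307 ± 133 CPM, and Tmpo, of the nuclear lamina, 248 ± 75.6 and 244 ± 71.7 CPM. In both lists 0 genes passed edgeR's test over all genes or adjusted over the list alone. By camera both lists fell, G1/S with adjusted p = 4.9e-05 and G2/M with adjusted p = 9.5e-09, each with adjusted p = 0.386 with an estimated correlation. Ranked by the signal-to-noise ratio, the enrichment score of genes higher in WT tumors was 0.547 for G1/S (permutation p = 0.218 over 100 relabelings of the tumors) and 0.689 for G2/M (permutation p = 0.0693). Each p counts relabelings with as large a score in either direction. The paper's text does not name its cell cycle set, so these lists stand in for it and the scores are no repeat of its enrichment analysis.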

Finally, in agreement with our earlier finding that tumor cell proliferation is decreased in the absence of ASCL1, gene‐set‐enrichment analysis revealed that cell cycle related genes were highly enriched in the downregulated genes in the *Ascl1* ^*CKO*^ tumors (Figure 6j). This suggests that a decreased in cell‐cycle related gene expression may contribute to the increase in survival of the *Ascl1* ^*CKO*^ tumor mice.

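Averaged per tumor, cell cycle genes were lower in most CKO tumors than in most WT tumors, with overlap. The mean z score of G1/S genes was 0.29 ± 0.46 in WT and -0.29 ± 0.25 in CKO tumors (SD, n = 5 each), a difference of -0.58 (exact permutation p = 0.0556, two-sided), and that of G2/M genes 0.35 ± 0.19 and -0.35 ± 0.60, a difference of -0.71 (exact permutation p = 0.0476). Genes of the DNA replication machinery, 14 of which are also on the G1/S list, had 0.42 ± 0.52 and -0.42 ± 0.51, a difference of -0.85 (exact permutation p = 0.0317, n = 5 each). Adjusted over the 35 lists scored, each of the 3 exact p became 0.278. Within the replication list 37 of 38 genes were lower, with a median log2 fold change of -0.37, and the list fell by camera (adjusted p = 6.8e-10; adjusted p = 0.386 with an estimated correlation). Adjusted over the list alone 2 genes fell, and 0 passed edgeR's test over all genes. These were Lig1, the ligase that joins Okazaki fragments, at 93.0 ± 24.9 and 41.3 ± 9.66 CPM (-1.17), and Pold1, the catalytic subunit of DNA polymerase delta, at 56.5 ± 18.9 and 23.1 ± 6.40 CPM (-1.29), each with adjusted p = 0.0125 from edgeR. Both lie on chromosome 7, which holds 61 of the 111 genes lower at an unadjusted p below 0.01. Mcm7 and Mcm6, subunits of the helicase, had 153 ± 53.4 and 117 ± 24.1 CPM and 97.6 ± 26.4 and 71.8 ± 6.74 CPM. Of 18 CDK inhibitor and p53 target genes 9 were higher and 9 lower, and 0 passed over all genes or adjusted over the list alone (median -0.01, mean 0.06, tested as lower, camera adjusted p = 0.880). Cdkn2a, which encodes p16 and p19ARF, had 341 ± 229 and 167 ± 106 CPM, Cdkn2c, of a CDK4 and CDK6 inhibitor, 77.1 ± 20.6 and 46.4 ± 16.7 CPM, and Bax, a promoter of apoptosis on chromosome 7, 146 ± 62.8 and 62.4 ± 29.5 CPM. For Zmat3, a p53 target, the levels were 82.4 ± 26.2 and 68.8 ± 15.6 CPM.

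**Figure D2:**
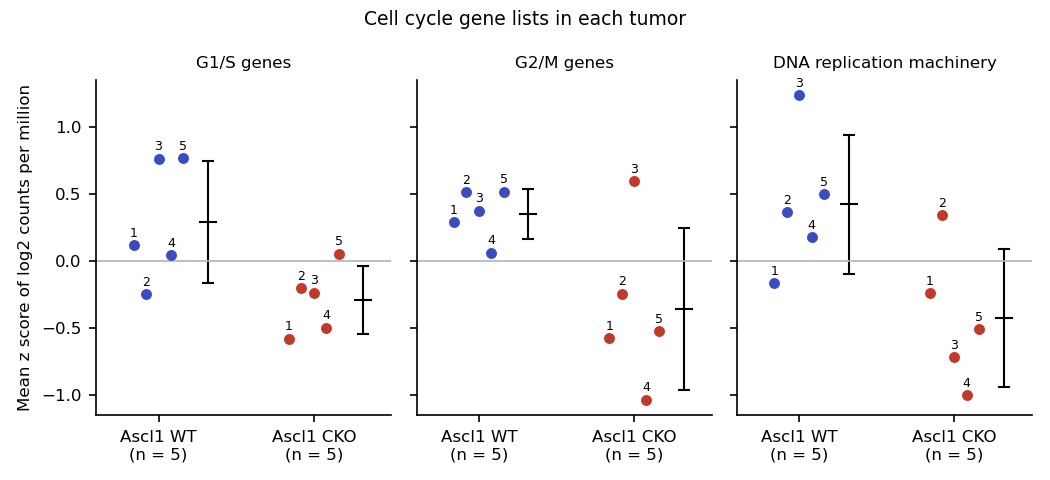
Mean z score of log2 CPM over the genes of each list (vertical axis) in each tumor, numbered, for G1/S genes, G2/M genes and the DNA replication machinery, with bars for mean ± SD (n = 5 Ascl1 WT, blue, and 5 Ascl1 CKO, red). For G2/M genes the WT tumors sit between 0.06 and 0.52, and CKO 3 sits above them at 0.60.

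The G2/M difference had exact p from 0.00794 (without CKO 3) to 0.119 (without CKO 1) when tumors were left out in turn, and it passed only without CKO 3. The G1/S difference passed without WT 2 (exact p = 0.0238) or CKO 5 (exact p = 0.0317). With total counts as the only scaling, which moved the median of all genes up by 0.22, the G2/M difference was -0.33 (exact p = 0.325) and the G1/S difference -0.18 (exact p = 0.579). The G2/M difference also missed the threshold with DESeq2-style factors (exact p = 0.0556), upper-quartile factors (0.0794), genes of at least 1 CPM in 5 tumors (0.0556) and the length group as a term (0.0600). From the enrichment of cell cycle genes among the genes lower in CKO tumors, the paper proposes that their lower expression may contribute to the longer survival of these mice. It sets this beside its immunostaining, in which a smaller share of cells was Ki67+ in CKO tumors.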

In summary, our findings highlight an in vivo role for ASCL1 in modulating the expression of a variety of genes, including neurodevelopmental or glial transcription factors and cell cycle genes, either directly or indirectly, that are crucial for the proliferation of glioma tumors in the brains of genetically relevant mouse models.

## 4 DISCUSSION

We demonstrate in this study that ASCL1 is highly expressed in the majority of PDX‐GBM cells in vivo, with over 90% of ASCL1+ cells coexpressing OLIG2 and SOX2. Interestingly, in addition to OLIG2 and SOX2, we find that expression of a variety of other genes encoding transcription factors such as those for NFI, POU domain, Sal‐like, SOX, and homeobox families are also highly correlated with *ASCL1* expression in RNA‐seq of primary GBMs (Table S3). This finding is similar to that previously reported in GSCs from cultured GBM cell lines (Rheinbay et al., 2013; Suva et al., 2014). Accordingly, we find that these transcription factor encoding genes are also targets of ASCL1 binding (Tables S1 and S2). These findings support a complex transcription factor interaction network in which the coexpression of these transcription factors may be interdependent on each other, and this coexpression is essential for regulating genes crucial for maintaining glioma cells in an aberrant stem‐like state of dedifferentiation and proliferation. In agreement with this, it is not surprising that combinatorial overexpression of multiple transcription factors is necessary and sufficient to reprogram differentiated glioma cells or immortalized astrocytes into tumor propagating cells (Singh et al., 2017; Suva et al., 2014).

ChIP‐seq for ASCL1 has previously been performed for glioma cell lines in culture revealing that ASCL1 directly interacts with Wnt signaling by binding to genes such as *AXIN2*, *DKK1*, *FZD5*, *LGR5*, *LRP5*, *TCF7*, and *TCF7L1*. A model was proposed in which ASCL1 functions at least in part by repressing an inhibitor of Wnt signaling, *DKK1*, resulting in increased signaling through this pathway to maintain the tumorigenicity of glioma cells (Rheinbay et al., 2013). Analysis of microarray data in primary GBM cultures also divided GSCs into ASCL1^high^ and ASCL1^low^ subgroups, where the former is closely correlated with the proneural subtype, whereas the latter is associated with the mesenchymal subtype (Park et al., 2017). Notably, dual attenuation of both Wnt and Notch signaling in the ASCL1^high^ subgroup upregulated a neurogenic program similar to that observed during development, resulting in decreased tumorigenicity of GSCs (Park et al., 2017; Rajakulendran et al., 2019). Together, these studies support the conclusion that ASCL1 levels in gliomas acts in a balance with both Wnt and Notch signaling pathways to regulate the GSC status of tumor cells in culture.

Here we also find that both Wnt and Notch related genes are also directly bound by ASCL1 in PDX‐GBMs grown orthotopically in the brains of mice. Additionally, expression of many of these genes is positively correlated with *ASCL1* expression when analyzed across RNA‐seq of the 164 TCGA primary GBM samples, and Wnt and Notch Signaling were identified as some of the pathways significantly over‐represented by the ASCL1 target genes that we identified in the PDX‐GBMs (Figure 2j, Table S2). Despite these findings, RNA‐seq from a *Nf1;Tp53* ^*CKO*^ mouse model of glioma where the tumors also lack ASCL1 revealed that although some Notch related genes (*Dll3*, *Hes5*, *Hes6*) were decreased, expression of many of the Wnt related genes seemed unaffected by the loss of ASCL1. Thus, although ASCL1 binds to and may contribute to the regulation of some of these target genes, particularly in an in vitro setting (Rheinbay et al., 2013), expression of many of these target genes remains in gliomas in vivo in the absence of ASCL1.

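Of 24 Notch pathway genes, 2 fell and none rose when adjusted over the list alone, and 0 passed edgeR's test over all genes. Besides Dll3, described above, this was Nrarp, a feedback inhibitor induced by Notch, at 67.1 ± 23.6 CPM (SD, n = 5) in WT and 30.7 ± 5.39 CPM (SD, n = 5) in CKO tumors (log2 fold change -1.13, standard error 0.253, adjusted p = 0.0182 over the list alone from edgeR). Every CKO tumor had less Nrarp than every WT tumor. Rbpj, the transcription factor through which Notch acts, had 47.1 ± 11.9 and 61.4 ± 24.0 CPM, and the ubiquitin ligase genes Dtx1 and Dtx4 had 74.8 ± 10.5 and 72.5 ± 21.5 CPM and 46.6 ± 11.6 and 54.0 ± 15.3 CPM. The Notch list did not pass as a set (14 higher, 10 lower, camera adjusted p = 0.646), and its median of 0.06 and mean of -0.16 differ in sign, with the test toward lower. Of 32 Wnt pathway genes 31 were tested, 20 with higher and 11 with lower means, a median of 0.13 and a camera adjusted p of 0.333, and 0 passed over all genes or adjusted over the list alone. Ctnnb1, which encodes beta-catenin, had 1039 ± 609 and 805 ± 342 CPM, Apc, of the complex that degrades it, 107 ± 72.7 and 114 ± 52.6 CPM, and the ligand gene Wnt7b 78.9 ± 24.6 and 69.0 ± 12.2 CPM.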

Interestingly, ChIP‐seq for ASCL1 in PDX‐GBMs and RNA‐seq of mouse *Ascl1* ^*CKO*^ tumors in our study revealed that cell cycle and mitotic genes are major targets of ASCL1 binding (Figure 2f,j), and these targets were most impacted by the loss of ASCL1 (Figure 6g,j). 

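Pathways of splicing, Aurora B, the retinoblastoma protein and sister chromatids were among the target pathways that fell in CKO tumors by camera. Of the 139 pathways of Table S5, 77 had at least 10 putative targets among the tested genes, 12 fell and 0 rose by camera, and 0 passed with an estimated correlation (lowest adjusted p = 0.489). Aurora B signaling had the lowest median of the 77, with 7 of 11 targets lower and a median log2 fold change of -0.54 (camera adjusted p = 0.0192). In mRNA Splicing 20 of 21 targets were lower, with a median of -0.22 and the lowest camera adjusted p, 0.00726. Regulation of retinoblastoma protein had 10 of 10 lower (-0.33, camera adjusted p = 0.0494), and Resolution of Sister Chromatid Cohesion 10 of 14 (-0.10, camera adjusted p = 0.0494). Cell Cycle, Mitotic, with 57 targets, 38 of them lower, did not pass (-0.10, camera adjusted p = 0.0841), nor did Notch Signaling Pathway, with 7 of 11 lower (-0.35, camera adjusted p = 0.0623), or Wnt Signaling Pathway and Pluripotency, with 6 of 13 lower (0.12, camera adjusted p = 0.931). The pathways share genes, so the 12 are not independent of each other, and they hold only genes that the study had chosen as targets.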

In agreement with this, the percentage of Ki67+ cells was significantly decreased in *Ascl1* ^*CKO*^ relative to *Ascl1* ^*WT*^ tumors of the mouse model (Figure 5n–p). This decrease in proliferation may have led to the increased survival time for mice with tumors lacking ASCL1. Taken together, these findings demonstrate that a major role for ASCL1 in the *Nf1;Tp53* ^*CKO*^ glioma mouse model is to drive tumor cell proliferation. This function of ASCL1 is similar to what has been observed in neural progenitor cells during development as well as in the adult brain. In particular, although overexpression of ASCL1 is predominantly known to promote cell cycle exit, cell fate specification, and neuronal differentiation, a prominent phenotype associated with *Ascl1* mutants is a loss in the overall progenitor pool as a result of a decrease in proliferation and a disruption in the ASCL1/NOTCH balance, which is essential to maintain the progenitor pool (Borromeo et al., 2014; Casarosa, Fode, & Guillemot, 1999; Castro et al., 2011; Horton, Meredith, Richardson, & Johnson, 1999; Nakada, Hunsaker, Henke, & Johnson, 2004). As a validation of ASCL1's direct role in progenitor cell proliferation, ChIP‐seq of mouse embryonic telencephalon, adult neural progenitors, and neural stem cells in cultures also found that ASCL1 directly binds to a large number of genes involved in cell cycle progression (Andersen et al., 2014; Castro et al., 2011). These target genes include positive cell cycle regulators and oncogenic transcription factors, some of which are also identified here in our ChIP‐seq of ASCL1 in the PDX‐GBMs (Table S2). Similarly, within regions of adult neurogenesis such as the subventricular zone (SVZ) of the lateral ventricle and subgranular zone (SGZ) of the hippocampal dentate gyrus, ASCL1 is expressed at very low level or is undetectable in quiescent neural stem cells which exhibit radial glial‐like morphology and express GFAP and Nestin. In contrast, ASCL1 expression is highest in transiently amplifying progenitors (TAPs), which are highly proliferative (Kim et al., 2011). Conditional knock‐out studies have shown that ASCL1 is responsible for promoting neural stem cells from a quiescent into an activated state in the SGZ, and the number of proliferating progenitors is significantly decreased with the loss of ASCL1 (Andersen et al., 2014; Kim et al., 2011; Urbán et al., 2016). Using a similar conditional knock‐out approach, we also demonstrated that ASCL1 is specifically required for the proliferation of OPCs in both embryonic and adult spinal cord (Kelenis et al., 2018). Indeed, the level of ASCL1 is positively correlated with the rate of OPC proliferation (Kelenis et al., 2018; Nakatani et al., 2013), and the decrease in proliferation of OPCs in the absence of ASCL1 is similar to that observed for *Ascl1* ^*CKO*^ tumors.

In addition to gliomas, ASCL1 is highly expressed in cancers with neuroendocrine characteristics from multiple tissues including SCLC, prostate cancer, and thyroid medullary carcinoma (Chen, Kunnimalaiyaan, & Van Gompel, 2005; Rapa et al., 2013; Zhang et al., 2018). Previously, we reported that ASCL1 is required for tumor formation in a mouse model of SCLC (Borromeo et al., 2016). This finding reflects the requirement for ASCL1 in the generation and survival of pulmonary neuroendocrine cells (PNECs), a presumptive cell‐of‐origin for SCLC. In contrast, we find that ASCL1 is not required for glioma formation in the brain of the mouse model, although disease progression is altered and the animals have extended survival. Based on cell lineage markers in the glioma mouse model used here, our finding implicates OPCs as the presumptive cell‐of‐origin for the tumors. OPC specification and generation in the CNS is dependent upon OLIG2 (Lu et al., 2002; Zhou, Choi, & Anderson, 2001); however, ASCL1 also plays an important role to regulate the number and proliferation of OPCs (Kelenis et al., 2018; Nakatani et al., 2013; Parras et al., 2007; Vue et al., 2014). Interestingly, in addition to ASCL1 and OLIG2, transcription factors such as NFIA, SOX2, and SOX10 are also expressed in OPCs. However, as OPCs differentiate to become mature oligodendrocytes, only OLIG2 and SOX10 are maintained while ASCL1, NFIA, and SOX2 are downregulated (Glasgow et al., 2014; Laug, Glasgow, & Deneen, 2018; Nakatani et al., 2013). This downregulation suggests that the coexpression of these transcription factors is important for maintaining OPCs in a progenitor‐like state, and the loss of just one of these factors does not completely abrogate tumor formation following deletion of *Nf1* and *Tp53* because OPCs are still generated, and are thus susceptible to being transformed into glioma. It is also possible that within the context of cancer, mutations to tumor suppressor and/or oncogenes may result in dysregulation of ASCL1 and the other transcription factors to be aberrantly coexpressed in neural progenitors or OPCs, thereby suppressing their differentiation and maintaining these cells in a constant state of proliferation, eventually leading to glioma formation. Recently, the direct roles of NFIA and OLIG2 in tumor development in glioma mouse models were also tested. Similar to our findings for ASCL1, tumor formation persisted in the absence of each of these transcription factors. Furthermore, despite utilizing different approaches and driver mutations to induce tumor formation, the loss of NFIA or OLIG2 was also accompanied by significant decreases in tumor cell proliferation resulting in an increase in survival for their respective mouse models (Glasgow et al., 2017; Lu et al., 2016). Together, these studies illustrate potential redundant roles for neurodevelopmental or glial transcription factors in driving glioma formation and progression in vivo in the brain, where the loss of one factor does not completely prevent tumor formation and progression possibly because of compensation by the remaining transcription factors.

Similar to the findings reported here, deletion of *Nf1*, *Tp53*, along with or without *Pten* at adult stages, produces glioma tumors in the brains of mice using multiple neural stem/progenitor cell type specific Cre drivers (Alcantara Llaguno et al., 2009; Alcantara Llaguno et al., 2015; Zhu et al., 2005). Tumors were induced from neural progenitors in the SVZ or OPCs, leading to the formation of two types of glioma tumors (Alcantara Llaguno et al., 2015). Type 1 tumors were found in dorsal/anterior brain regions such as striatum, hippocampus, and cortex, are highly infiltrative and aggressive, and express high levels of GFAP. Type 2 tumors, on the other hand, were found more in ventral/posterior brain regions such as the diencephalon and brainstem, exhibit well‐defined boundaries, and express high levels of OLIG2 and PDGFRα. Based on difference in gene expression, Type 1 tumors are speculated to be derived from neural stem/progenitor cells in the SVZ, whereas Type 2 tumors are likely to be derived from OPCs. In the glioma model used here, in which Cre is driven in neural progenitors at embryonic stages, over 90% of the mouse glioma tumors were found in the telencephalon, predominantly in the cortex and striatum, suggesting that they may be similar to Type 1 tumors. These tumors express high levels of GFAP, OLIG2, SOX10, NG2, and PDGFRα, although we show that the majority of GFAP expressing cells do not colocalize with the Cre‐reporter, which directly marks the oncogenic cells. Whether this is also true for the Type 1 tumors described is not known since direct colocalization with GFAP was not assessed.

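Tumors of either genotype differed from each other in stretches of neighboring genes and in genes of other cell types. In WT 3, 6 stretches of chromosome 6 held genes far above their median in the other 9 tumors, among them Kras, the RAS gene, at 2520 CPM against at most 166 CPM elsewhere, and Med21, of the Mediator complex, at 2351 CPM against at most 55.7 CPM. On chromosome 7, Akt2, a kinase of PI3 kinase signaling, had 4439 CPM in CKO 3 (next 197 CPM), the G1/S cyclin gene Ccne1 88.4 CPM in CKO 1 (next 28.6 CPM), and the homeobox gene Meis3 1595 CPM in CKO 5 (next 96.0 CPM). These 5 genes were chosen after their values were seen. In all, 23 runs of at least 8 genes raised over the median of the other tumors were found in 8 tumors, 11 of them on chromosome 7. Some hold the same genes in several tumors. Zfp74 to Zfp146 lie in runs of WT 1, WT 4, WT 5 and CKO 3, and Pcdha5 to Pcdhb4, on chromosome 18, in runs of CKO 3, CKO 4 and CKO 5. Genes from 30 to 31 Mb of chromosome 7 took 4.51% to 9.54% of all counts in 9 tumors and 1.37% in WT 3.

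**Figure D3:**
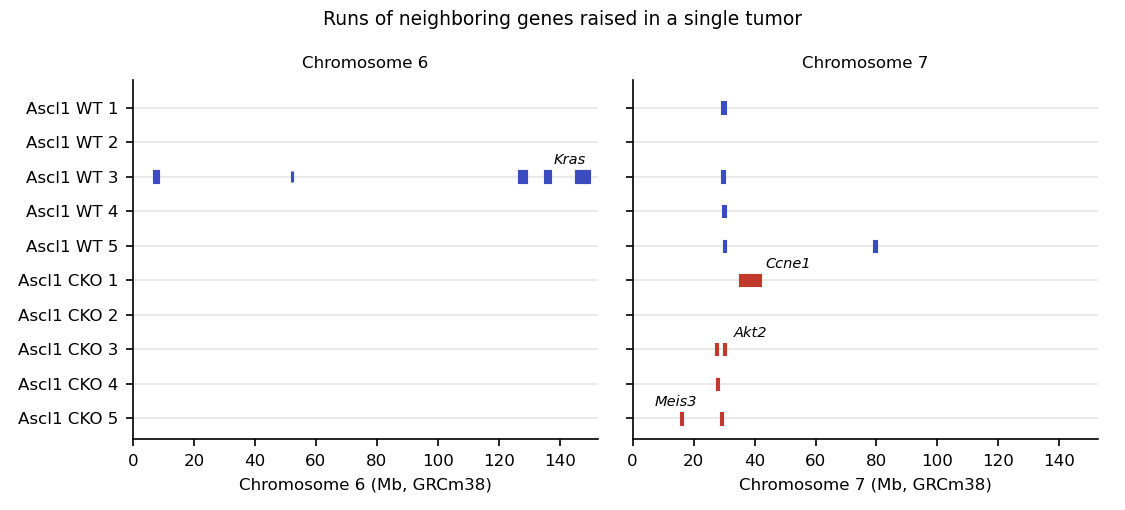
Runs of at least 8 neighboring genes raised in a tumor over the median of the other tumors (bars) along chromosomes 6 and 7, with position in Mb of GRCm38 on the horizontal axis and the 10 tumors, Ascl1 WT in blue and Ascl1 CKO in red, on the vertical axis. The same genes can be raised in more than 1 tumor, as where runs of WT 1, WT 4, WT 5 and CKO 3 overlap on chromosome 7. Chromosome 6 holds 6 runs, all in WT 3, of which the last pair adjoin, and chromosome 7 holds 11 runs in 8 tumors.

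Endothelial genes rose in CKO tumors by camera, with 16 of 18 higher and a median log2 fold change of 0.63 (adjusted p = 0.000143; adjusted p = 0.386 with an estimated correlation), as in Vwf, of blood clotting, at 10.5 ± 2.37 CPM (SD, n = 5) in WT and 20.4 ± 13.3 CPM (SD, n = 5) in CKO tumors, against the tight junction gene Cldn5 at 16.2 ± 9.48 and 18.6 ± 7.21 CPM. Of 16 pericyte and fibroblast genes 10 were higher (median 0.55, camera adjusted p = 0.0414; adjusted p = 0.504 with an estimated correlation), with the collagen gene Col1a2 at 9.65 ± 1.86 and 33.3 ± 47.2 CPM and Cspg4, which OPCs also express, at 427 ± 245 and 306 ± 108 CPM. Their call was lost without WT 1 (adjusted p = 0.169), WT 4 (0.111), CKO 1 (0.118) or CKO 3 (0.0652), and in cortical tumors only, which leaves out WT 1. It was also lost with upper-quartile factors (0.0536), total counts only (0.121) and sex of the mice as a term (0.0864). Microglia and macrophage genes fell, with 19 of 22 lower and a median of -0.56 (camera adjusted p = 0.0462; adjusted p = 0.711 with an estimated correlation), as in the complement genes C1qa, at 629 ± 387 and 393 ± 273 CPM, and C1qb, at 481 ± 301 and 297 ± 163 CPM. This call was lost without WT 3 (adjusted p = 0.115), WT 4 (0.564), CKO 1 (0.118) or CKO 3 (0.181), with sex of the mice as a term (0.0516), with each tumor's trend with gene length removed (0.151) and with the length group of the tumors as a term (0.0536). Of 14 ependymal and choroid plexus genes 11 were tested, 9 higher and 2 lower (median 0.29, camera adjusted p = 0.646). Adjusted over the list alone Dnah1, of ciliary dynein, rose (2.15 ± 0.581 and 4.71 ± 0.970 CPM, adjusted p = 0.0259 from edgeR) and Ccdc114, also of cilia and on chromosome 7, fell (9.85 ± 3.14 and 2.84 ± 1.36 CPM, adjusted p = 0.0124), while Ttr, of the choroid plexus, had 3.22 ± 5.92 and 141 ± 311 CPM. Of 18 lymphocyte genes 2 had enough counts (camera adjusted p = 0.585, and 0.0351 without WT 3), Lck at 3.09 ± 0.935 and 4.65 ± 2.73 CPM and Cd4 at 0.495 ± 0.644 and 1.71 ± 2.93 CPM, and of 7 erythrocyte genes 1 did, Alas2, at 0.495 ± 0.391 and 0.546 ± 0.464 CPM. Other abundant members were the endothelial genes Slc2a1 and Ramp2, the pericyte gene Vtn, the lysosomal genes Ctss and Hexb of microglia and the ciliary genes Foxj1 and Cfap126 (Slc2a1 57.7 ± 19.6 and 67.0 ± 16.9, Ramp2 63.2 ± 30.5 and 51.1 ± 26.6, Vtn 19.6 ± 5.87 and 17.8 ± 10.2, Ctss 435 ± 227 and 285 ± 97.3, Hexb 381 ± 228 and 252.5 ± 70.8, Foxj1 9.79 ± 6.93 and 10.3 ± 5.15 and Cfap126 2.94 ± 0.859 and 5.02 ± 4.30 CPM). In these 6 lists 0 genes passed edgeR's test over all genes, and except for the ependymal list 0 passed adjusted over the list alone.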

In conclusion, the tumors induced embryonically through deletion of *Nf1;Tp53* deletion are highly heterogenous based on RNA‐seq analysis, which is similar to that seen for human GBMs (Patel et al., 2014; Sottoriva et al., 2013). This intertumor heterogeneity is likely the result of different tumors being spontaneously derived from different cell‐of‐origins in the various brain regions, and are thus exposed to different microenvironments such as microglia, reactive astrocytes, and immune cells, which are known to infiltrate tumor bulk and are included in the RNA‐seq. Despite this heterogeneity, however, the loss of ASCL1 still significantly delays tumor progression and resulted in a significant increase in survival for mice with *Ascl1* ^*CKO*^ tumors over those mice with *Ascl1* ^*WT*^ tumors, illustrating an important role for ASCL1 in controlling the rate of glioma proliferation in vivo. A fundamental question remaining for future studies is whether ASCL1 and other transcription factors involved in tumor formation are similarly required for maintenance of glioma growth in the brain, and how much these transcription factors may contribute to glioma recurrence, if any, following multimodal treatments.

## CONFLICT OF INTEREST

The authors declare no potential conflict of interest.

## AUTHOR CONTRIBUTIONS

Tou Yia Vue performed experiments with assistance from Mark D. Borromeo and Tyler Smith and prepared all the figures; Rahul K. Kollipara performed bioinformatic and statistical analyses; Dennis K. Burns performed histological analysis of brain tumors; Tomoyuki Mashimo and Robert M. Bachoo generated and provided PDX‐GBM mice; Tou Yia Vue and Jane E. Johnson designed the study, analyzed all data, and wrote the manuscript. All authors provided scientific insights and edited the manuscript.

## Supporting information

**Figure S1** Subtype identities of primary GBMs using RNA‐seq. RNA‐seq data of 164 TCGA Primary GBMs and 5 normal brain samples (Brennan et al., 2013). Heatmap and dendrogram using the 840 GBM Subtype Signature Genes (Verhaak et al., 2010) reveals the presence (rectangles) of four previously identified GBM subtypes (PN—proneural, MS—mesenchymal, CL—classical, NE—neural) as well as Mixed GBM group which express multiple subtype signatures.

**Table S1** Contains the ASCL1 ChIP‐seq binding site coordinates in R738 and R548 GBM HOT samples. Peak coordinates are in hg19 genome build. Peaks were called using Homer tool. Peaks from the two samples were compared and listed as shared peaks if the peak coordinates overlapped within 150 bp.

**Table S2** Contains list of genes and associated peak IDs were listed in this table. Union set of peak coordinates were obtained from two samples and obtained nearest two genes using GREAT tool.

**Table S3** Contains list of genes that showed expression correlation with ASCL1 gene expression in TCGA primary tumor samples. Both Pearson and Spearman correlation coefficient were calculated and *p*‐values are adjusted for multiple hypothesis testing

**Table S4** Contains list of ASCL1 putative targets. Top 10% of genes that showed positive correlation (spearman coefficient) with ASCL1 expression in TCGA GBM patient samples and GBM ChIP targets were compared and listed the common genes.

**Table S5** Contains list of pathways enriched for ASCL1 putative targets. Pathway analysis was performed using ConsensuspathDB tool.

**Table S6** Contains normalized expression counts in mGBM RNA‐seq samples. Differential expression analysis was performed using DESeq2 tool.

**Table S7** Contains normalized expression counts for ASCL1 putative targets in mGBM RNA‐seq samples. Human ASCL1 putative targets were lifted over to Mouse targets using homologene database.

**Table S8** Contains normalized expression counts for genes that are differentially expressed in mGBM RNA‐seq samples with 5% FDR cut off.

## Data Availability

The data that support the findings of this study will be made available in a repository once the manuscript is accepted for publication.

How the deposited data were processed for this re-analysis (not part of the article)

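The deposited data are RNA-seq counts per gene for 5 Ascl1 WT and 5 Ascl1 CKO gliomas of mice, each a bulk tumor sample, dissected from the regions of the brain that Figure 6a labels. The authors aligned strand-specific reads to mm10 with TopHat 2.1.0 and counted reads per gene with featureCounts, whose version the deposited notes and the methods do not give. The deposited values are whole-number counts with no normalization, and a column of the table gives gene lengths in bases. The annotation used for counting is not named. Of 24421 genes in the table, 23204 matched a GENCODE symbol of GRCm38 and 1068 a synonym, while 149 matched neither and had no position. A spreadsheet had altered 27 gene names, and 2 names occurred more than once. The values of Table S6 could be read for the first 1999 of its 18145 rows only, and Tables S4, S5, S7 and S8 were read whole.

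Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. In edgeR, filterByExpr by genotype (minimum count 10, minimum total count 15) kept 15362 genes, counts were scaled by TMM, and the genotypes were compared with the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjusted p over all genes and, for lists, over the list alone. The threshold was an adjusted p of 0.05. The common dispersion was 0.243. Levels are TMM-scaled CPM, and log2 values used a prior count of 2. Single genes named for Figure 6 were also compared with an exact two-sided Wilcoxon test, the test the paper names, adjusted over the 19 genes.

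The 35 gene lists (pathways, cell cycle phases, cell types of the brain, and the target groups that the paper names) were fixed before the data were examined, and the result of every list is given once, in the passages or under the other observations. The paper's tables of values were seen before, so the striatal list and Table S8 are not independent of these tumors. Genes named are those of Figure 6 and its text, the 10 largest rises and falls among genes past the threshold over all genes (0 genes were), list members past the threshold over all genes or adjusted over the list alone, the 4 most abundant members of a list that is described, and, as stated, genes chosen after their values were seen. Lists were tested with camera on voom values with a preset correlation of 0.01, again with an estimated correlation, and with fry, which asks whether a list's genes move one way on balance. Of 34 lists with at least 2 tested genes, 13 passed by camera (7 higher and 6 lower), 0 with an estimated correlation (lowest adjusted p = 0.386) and 0 by fry (lowest adjusted p = 0.201). Scores per tumor are means of z-scored log2 CPM, compared with an exact permutation test over every relabeling of the 5 and 5 tumors, whose smallest two-sided p is 0.00794. Enrichment scores on the signal-to-noise ratio used 100 relabelings. The ASCL1 targets of each Table S5 pathway were tested as sets where at least 10 matched.

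Each tumor's trend of expression with gene length was a loess curve of log2 CPM, minus the mean of all tumors, on log2 length, and it was removed through an offset in edgeR in 1 alternative. Runs of raised neighbors were stretches of at least 8 tested genes over which the running median of 5 genes lay at least 1.5 log2 units above the median of the other tumors. Sex was read from Xist and Ddx3y.

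Alternatives were DESeq2 with its defaults and with a prior on fold changes, limma-voom, DESeq2-style, upper-quartile and no scaling factors, 2 other filters on low counts, removal of ribosomal RNA genes, the replicate number as a block, cortical tumors only, each tumor left out in turn, an adjusted p of 0.1, 2 other numbers of variable genes, and scores without z-scoring. Removal of chromosome 7 genes, sex as a term, removal of the trend with gene length and a term for the tumors' length group were added after the data were seen.

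The steps were tested on simulated counts with the spread of these tumors and 200 changed genes. EdgeR recovered 2% of 100 genes changed by 1 log2 unit and 60% of 100 changed by 2, with 0 false calls among 15215 genes. DESeq2 recovered 19% and 85%, with 28 false calls among 15362 genes. A simulated list of 40 genes lowered by 0.5 log2 units gave a camera p of 4.2e-11. Its genes were drawn independently of each other. It therefore says nothing about lists whose genes are correlated, such as G2/M genes (estimated correlation 0.24) and interferon response genes (0.53). Tumors held 24733474 to 34368793 counts, and depth was not varied. Immunostaining, survival, ChIP-seq, human tumor data and the transcriptomes of normal CNS cell types have no files in the series and were left out.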

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

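Tests chosen after a pattern had been seen were the shuffling and paralog tests of the runs, the tests of chromosome 7 from 90 Mb on and of splits with every chromosome open, the microglia and gene length tests of the interferon genes, and edgeR's count over splits of the tumors.

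A tumor stood apart from the other 4 of its genotype in 20 of 206 groups checked, or 9.71%, where chance gives about 1 in 20 for independent values with a normal spread. Most values checked were CPM of genes, and nearly all tumors that stood apart were high, so an excess over chance is not shown. Tumor CKO 1 had the highest Penk (326 CPM), Ppp1r1b (349 CPM), Rgs9 (91.0 CPM) and Wnt7b (90.2 CPM) of the CKO tumors. In CKO 2, Rpsa stood at 3981 CPM (next 1884 CPM). CKO 4 had the highest Dll3 (7.18 CPM) and Sirt2 (1699 CPM) and the lowest Nnat (253 CPM). In CKO 5 the highest values were those of Olig2 (1294 CPM), Ddx60 (37.3 CPM) and Tmpo (369 CPM). WT 1 had the highest Rrm2 (385 CPM) and share of Rn45s (1.66%) of the WT tumors, WT 2 the highest Slc2a1 (92.2 CPM), and WT 3 the highest Mcm7 (244 CPM) and Oasl2 (177 CPM). WT 4 had the highest Ppp1r1b (59.99 CPM), and WT 5 the highest Dll1 (44.7 CPM), Notch1 (185 CPM) and Gpr17 (491 CPM).

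Runs of raised neighboring genes, which the paper does not report, numbered 23, some of them sharing genes with runs of other tumors. They held Akt2 at 4439 CPM in CKO 3, Kras at 2520 CPM in WT 3 and Ccne1 at 88.4 CPM in CKO 1, and the stretch from 30 to 31 Mb of chromosome 7 reached 9.54% of all counts in WT 5. Chance placement is argued against for runs of more than 12 genes, as the longest run held 25 genes and the longest in 1000 shuffled gene orders 12. For shorter runs, such as that of 8 genes with Meis3 in CKO 5, the shuffles decide nothing. Reads shared between neighboring paralogs are argued against as the whole cause on chromosomes 6 and 7, where in 5 of 17 runs no gene shares a name's letters with another (34.1% of genes in the 17 do, 49.2% over all runs), but stay open for runs of zinc finger genes. On chromosome 18 the runs hold protocadherin genes, 98.6% of them with shared names, so shared reads or shared regulation may account for those. Copy gain on chromosomes 6 and 7 is a candidate explanation that also stays open, since 57.4% of 47 neighbors too low for the test, over all runs, were highest in the tumor with the run (67.7% of 31 on chromosomes 6 and 7; 10% by chance), and copy number was not measured here. Most of the 31, and most of those that were highest, lie on chromosome 6 of WT 3, so this share says little about chromosome 7. Neighbors are also not independent of each other, so 10% is only a rough reference.

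Genes lower in CKO tumors lay on chromosome 7 more often than elsewhere: 61 of the 111 lower genes at an unadjusted p below 0.01 did (odds ratio 15.8, Fisher's exact p = 1.7e-39). Of 100 splits of the tumors 4, the real one included, gave as many chromosome 7 genes in 1 direction (highest other 149), which decides nothing, as chromosome 7 was chosen because it stood out; with the most uneven chromosome taken in each split, only 1 of 100, the real one, had an exact p as low (lowest other 1.6e-23), so a chance assignment of tumors to genotypes is argued against for the concentration on 1 chromosome. CKO 5 alone is argued against, as the odds ratio without it was 12.01 (5.73 to 22.3 without any 1 tumor), and so is the trend with gene length, with 11.6 once it was removed. A fall along the whole chromosome was not seen in these tumors. From 90 Mb on, the median log2 fold change was -0.048 (95% bootstrap interval over genes -0.11 to 0.02, 464 genes). Before 90 Mb it was -0.41 (684 genes, from -0.65 at 10 to 20 Mb to 0.06 at 30 to 40 Mb). The bootstrap drew genes and not tumors, so its interval does not measure the spread between tumors, and the boundary was set after the data were seen. The genotypes overlapped in the level of chromosome 7 relative to other autosomes (difference -0.31, exact permutation p = 0.0714, n = 5 each, with -0.72 in CKO 5 against 0.47 in WT 3). Unequal copy number or strain background of parts of the chromosome in the 2 groups may account for the lower genes of chromosome 7, and neither was tested.

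Interferon response genes were higher in CKO tumors (26 of 28, median log2 fold change 0.81, camera p = 1.8e-15, but adjusted p = 0.386 with an estimated correlation), and 9 of 100 splits of the tumors, permutations of the genotype labels, gave a p as low, down to 4.2e-45, so chance cannot be excluded. More microglia and macrophages are argued against, as the score of their genes was not higher in CKO tumors (0.19 ± 0.81 in WT and -0.19 ± 0.43 in CKO tumors, SD, exact permutation p = 0.357). The interferon score minus the microglia score was higher in all 5 CKO tumors than in all 5 WT tumors (difference 1.40, exact permutation p = 0.00794, two-sided), the lists sharing 0 genes. Both scores were known before that test and the microglia score adds to the difference, so it is no separate support. The trend with gene length is argued against as the whole cause, as the median stayed at 96.1% of its value once the trend was removed. With sex as a term the median was 67.7% of its value, between the bounds set for either answer, so an effect of sex cannot be told apart from one of genotype with 1 female CKO mouse. Without the midbrain tumor WT 1 the list still passed (median 0.60, camera adjusted p = 3.65e-09), while regions within the cortex, an effect of Ascl1 loss or a difference in host immunity may account for it and were not tested.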

How the results depend on the processing

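Most results compared across settings kept their direction and their side of the threshold: 728 of the comparisons with an alternative stayed the same, 10 counts moved, 9 values reversed, 14 became stronger and 16 weaker. Many of the 728 are single Figure 6 genes, with an edgeR adjusted p of at least 0.646, or counts of 0. These could hardly change, so the tally does not measure robustness. All 16 weaker comparisons were those of the G2/M score, which stayed the same in 7. Alternatives with chromosome 7 genes removed, sex of the mice as a term, the trend with gene length removed and the length group as a term, and the counts of lists and of Table S8 genes under each alternative, were chosen after the data were seen, as was edgeR's count over splits of the tumors. The choice of tool moved the counts: genes higher were 24 with DESeq2 and 18 with its prior on fold changes, genes lower 32 and 27, Figure 6 genes 1 and 1, and genes of Table S8 49 and 41, against 0 with edgeR under every other alternative. Chromosomes with more calls than the rest were 1 at an unadjusted p below 0.01 and 1 with DESeq2, against 0. The log2 fold change of Dll1 lay from -0.24 to 0.69 with tumors left out in turn, and was -0.21 with sex as a term, -0.063 with the trend with gene length removed and -0.091 with the length group as a term. That of Olig2 was 0.026 with total counts only. The putative target set had camera p from 0.0294 to 0.933 with tumors left out, 0.00146 with the trend removed and 0.0158 with the length group as a term. The G1/S score difference, which did not pass in the main setting, passed in 7 alternatives and missed the threshold in 16. It passed without z-scoring (-0.28, exact p = 0.0397), with DESeq2-style factors (-0.59, 0.0476) and without chromosome 7 genes (-0.63, 0.0238). It also passed with the trend removed (-0.63, exact p = 0.0397) and with the length group as a term (-0.62, 0.0300). With tumors left out (-0.67 to -0.45) it passed only without WT 2 or CKO 5, and with total counts only it was -0.18 (exact p = 0.579). The G2/M score difference missed it with -0.70 for DESeq2-style factors (exact p = 0.0556), -0.60 for upper-quartile factors (0.0794), -0.33 for total counts only (0.325), -0.70 at 1 CPM in 5 tumors (0.0556), -0.70 in cortical tumors only (0.0714), -0.73 with the length group as a term (0.0600), and without any 1 tumor except CKO 3 (-0.76 to -0.60; without CKO 3 it was -0.95 and passed). With the replicate block it stayed at -0.71, and its exact p of 0.125 decides nothing, as relabeling within 5 pairs reaches 0.0625 at the lowest. Scores were not refitted with sex as a term. In each of these cases the cause was not tested, though scaling by total counts only also moved the median of all genes up by 0.22. With the replicate block the calls of the canonical target (adjusted p = 0.149), microglia (0.0574), pericyte (0.0508) and antigen presentation (0.111) lists were lost. Lists past the threshold ranged from 9 to 18 around the 13 reported, and 7 of the 13 passed under all 22 alternatives. Replicate numbers did not pair the tumors (correlations of deviations -0.35, 0.61, -0.13, -0.07 and 0.45 for numbers 1 to 5). Among 100 splits of the tumors into 5 and 5, edgeR's 0 genes were reached by 100, with 5848 the highest other, and that split follows the trend with gene length, so it points to a structure of the samples. By these permutations of the labels chance cannot be excluded for DESeq2's 56 genes (22 splits as large, highest other 6675), for 13 lists (19 splits, highest other 19), for the G1/S set (p = 7.3e-06, 10 splits, lowest other 9.7e-10), the G2/M set (p = 1.1e-09, 11 splits, lowest other 5.3e-22) or the putative targets (p = 0.216, 67 splits, lowest other 5.2e-07). Depth was not varied.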

Differences from the paper's values

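For Dll3 the log2 fold change was -3.50 (standard error 0.853), and the paper's value, in its Table S6, is -2.48. The paper's Table S8 gives Dll3 a ratio of CKO to WT of 0.0847, a larger fall than in Table S6. DESeq2 without a prior gave a log2 fold change of -3.56 here, so the difference is from Table S6 only. Of the alternatives set before the data were examined, 7 came within the standard error of the value in Table S6: total counts only (-3.15), DESeq2 with a prior on fold changes (-2.01), and leaving out WT 2 (-3.29), WT 3 (-3.05), CKO 2 (-3.28), CKO 3 (-3.29) or CKO 5 (-3.29), and 14 did not.

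At a 5% false discovery rate edgeR called 0 genes, with 1176 at an unadjusted p below 0.05, and limma-voom 0, while the paper's Table S8 lists 57. DESeq2, the tool the paper names, called 56 and with a prior on fold changes 45, both within 1.5 times the paper's count, and the other 20 alternatives set before the data were examined did not come within it. The paper's text gives about 50 indirect targets up or down. Again DESeq2 with 56 and with a prior 45 came within 1.5 times the paper's number, and the other 20 alternatives did not.

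The paper states that Nfia, Nfib, Aurkb, Hdac5 and Dll3 were significantly decreased, and its legend names a Wilcoxon test. The exact test here gave p from 0.00794 to 0.0317 for these genes, and 0.0503 to 0.0862 after adjustment over the 19 genes, for which the paper's legend names no adjustment. The paper describes the Ascl1 exons as absent in CKO tumors, while the counts of the whole gene were 106 to 1449 in those tumors.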

Other observations

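Interferon response genes had the lowest camera adjusted p of the 34 lists at the preset correlation (6.2e-14; 0.386 with an estimated correlation), though not the largest median change. Of 28 genes 3 rose when adjusted over the list alone, each with adjusted p = 0.0295 from edgeR, and 0 over all genes: Stat2, a transcription factor of the type I response, at 23.2 ± 6.41 CPM (SD, n = 5) in WT and 49.6 ± 16.0 CPM (SD, n = 5) in CKO tumors, Ddx60, which promotes RNA sensing, at 2.11 ± 1.07 and 13.1 ± 13.9 CPM, and Gbp7, a GTPase, at 24.1 ± 7.91 and 52.9 ± 20.2 CPM. Stat1 had 143 ± 13.9 and 211 ± 52.3 CPM, and Oasl2, of the oligoadenylate synthetase family, 59.8 ± 66.5 and 137 ± 56.8 CPM, while Ifi27 (277 ± 142 and 248 ± 192 CPM) and Bst2 (102 ± 113 and 123 ± 91.8 CPM) differed by less than their spread. The list had a score difference of 1.02 (exact permutation p = 0.0476, two-sided, n = 5 each; 0.278 adjusted over the 35 lists). The genotypes overlapped. WT 3 scored 0.85, above CKO 1 (0.35), CKO 3 (0.22) and CKO 4 (0.09) and below CKO 2 (0.90) and CKO 5 (0.98), while the other WT tumors scored -1.17 to -0.29. Of 18 antigen presentation genes 17 were tested and 12 were higher (median log2 fold change 0.37, camera adjusted p = 0.0479, 0.711 with an estimated correlation), with the class I genes H2-K1 at 312 ± 174 and 523 ± 371 CPM and H2-D1 at 249.8 ± 266 and 512 ± 387 CPM and their partner B2m at 842 ± 368 and 1045 ± 639 CPM. Their call was lost without WT 1 (adjusted p = 0.359), WT 5 (0.306), CKO 1 (0.171), CKO 2 (0.511) or CKO 5 (0.0874), and in cortical tumors only, which leaves out WT 1. It was also lost with upper-quartile factors (0.0763), total counts only (0.119) and sex of the mice as a term (0.102).

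Lists of glioma subtype and of tumor state follow. Mesenchymal glioma genes had 15 of 26 tested members higher (median 0.27, camera adjusted p = 0.0479, 0.711 with an estimated correlation), with Stat3, a factor of that state, at 161 ± 37.2 and 214 ± 98.7 CPM and Lgals1, a galectin, at 139.5 ± 131 and 90.0 ± 26.8 CPM, and the call was lost without WT 1 (0.359), WT 2 (0.0794), WT 5 (0.405), CKO 2 (0.0571), CKO 3 (0.313) or CKO 4 (0.135), in cortical tumors only, with upper-quartile factors (0.0763), with total counts only (0.239) and with sex as a term (0.261). Proneural genes had 10 higher and 12 lower members (median -0.05, camera adjusted p = 0.122), with Ncan, of the extracellular matrix, at 727 ± 109.7 and 823 ± 175 CPM. With total counts only their median was 0.20, against 0.24 for all genes. They passed as lower without WT 3 (camera adjusted p = 0.0409), CKO 4 (0.0362) or CKO 5 (0.0231), with sex as a term (0.0395) and with the trend with gene length removed (0.0239). The proneural list shares 1 gene with the list of floxed genes, so the 2 are not independent. Dll3, on chromosome 7, fell in the proneural list too when adjusted over the list alone (adjusted p = 0.0334 from edgeR), and 0 genes of the lists in this paragraph passed over all genes. RAS/MAPK feedback genes had 10 higher and 5 lower (median 0.11, mean -0.02, camera adjusted p = 0.646, and 0.0371 as lower without CKO 5), with the phosphatase gene Dusp6 at 260.3 ± 61.5 and 301 ± 149 CPM and the cyclin gene Ccnd1, on chromosome 7, at 879 ± 249.7 and 488 ± 167 CPM. Hypoxia genes, 18 of 20 tested, had a median of 0.17 (11 higher, 7 lower, camera adjusted p = 0.352), with the glycolytic genes Pgk1 at 421 ± 33.5 and 352 ± 66.5 CPM and Ldha, on chromosome 7, at 463 ± 46.8 and 305 ± 74.0 CPM. Immediate early genes had 5 higher and 14 lower (median -0.64, camera adjusted p = 0.109), with Egr1 at 176 ± 209.8 and 113 ± 24.8 CPM and Jun at 174 ± 53.3 and 179 ± 52.3 CPM, and the list passed as lower without WT 3 (0.0351), WT 4 (0.0249), CKO 4 (0.0471) or chromosome 7 genes (0.0430), with total counts only (0.0358) and with the length group as a term (0.0378). Sex-linked genes, 5 of 6 tested, had a median of 1.61 (4 higher, 1 lower, camera adjusted p = 0.109, 0.00105 without CKO 1, and 0.0357 at 1 CPM in 5 tumors), as the groups hold 3 and 1 female mice. Other abundant members of these lists were H2-Q4 86.8 ± 24.7 and 162 ± 82.8, S100a6 133 ± 130.5 and 98.9 ± 63.0, Etv4 299 ± 109 and 224 ± 138, Etv5 306 ± 98.1 and 209 ± 65.2, Jund 315 ± 78.0 and 202 ± 91.3 and Nr4a1 136 ± 118 and 68.7 ± 28.4 CPM, Aldoa, on chromosome 7, 718 ± 261 and 761 ± 433 CPM, and of the sex-linked list Xist 73.5 ± 90.5 and 12.2 ± 26.3, Eif2s3y 8.79 ± 14.7 and 33.6 ± 19.3, Ddx3y 8.18 ± 11.2 and 19.2 ± 15.01 and Kdm5d 4.20 ± 7.11 and 12.9 ± 9.78 CPM.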
